# Severe hydroxymethylbilane synthase deficiency causes depression-like behavior and mitochondrial dysfunction in a mouse model of homozygous dominant acute intermittent porphyria

**DOI:** 10.1186/s40478-020-00910-z

**Published:** 2020-03-20

**Authors:** Stefanie Berger, Miranda Stattmann, Ana Cicvaric, Francisco J. Monje, Pierluca Coiro, Matej Hotka, Gerda Ricken, Johannes Hainfellner, Susanne Greber-Platzer, Makiko Yasuda, Robert J. Desnick, Daniela D. Pollak

**Keywords:** Hippocampus, Hydroxymethylbilane synthase, Mitochondria, Mouse behavior, Porphyria

## Abstract

Acute intermittent porphyria (AIP) is an autosomal dominant inborn error of heme biosynthesis due to a pathogenic mutation in the *Hmbs* gene, resulting in half-normal activity of hydroxymethylbilane synthase. Factors that induce hepatic heme biosynthesis induce episodic attacks in heterozygous patients. The clinical presentation of acute attacks involves the signature neurovisceral pain and may include psychiatric symptoms. Here we used a knock-in mouse line that is biallelic for the *Hmbs* c.500G > A (p.R167Q) mutation with ~ 5% of normal hydroxymethylbilane synthase activity to unravel the consequences of severe HMBS deficiency on affective behavior and brain physiology. *Hmbs* knock-in mice (KI mice) model the rare homozygous dominant form of AIP and were used as tool to elucidate the hitherto unknown pathophysiology of the behavioral manifestations of the disease and its neural underpinnings. Extensive behavioral analyses revealed a selective depression-like phenotype in *Hmbs* KI mice; transcriptomic and immunohistochemical analyses demonstrated aberrant myelination. The uncovered compromised mitochondrial function in the hippocampus of knock-in mice and its ensuing neurogenic and neuroplastic deficits lead us to propose a mechanistic role for disrupted mitochondrial energy production in the pathogenesis of the behavioral consequences of severe HMBS deficiency and its neuropathological sequelae in the brain.

## Introduction

Acute intermittent porphyria (AIP), an autosomal dominant inborn error of heme biosynthesis, is due to pathogenic mutations in the hydroxymethylbilane synthase (*Hmbs*) gene which reduce the activity of its encoded enzyme (HMBS or porphobilinogen deaminase) by approximately 50% [1, 2]. AIP heterozygotes are at risk of having life-threatening acute neurovisceral attacks that may be accompanied by psychiatric manifestations [3–7]. These episodic attacks are triggered by endogenous (e.g. hormones) or exogenous (e.g. drugs) precipitating factors that induce the hepatic expression of δ-aminolevulinic acid synthase 1, the first and rate-limiting enzyme of heme biosynthesis [8–11] resulting in the massive accumulation of the putatively neurotoxic porphyrin precursors, δ-aminolevulinic acid (ALA) and porphobilinogen (PBG) in the liver plasma and urine.

Patients with the rare homozygous dominant form of AIP (HD-AIP) carry biallelic mutations in the *Hmbs* gene and have constitutively elevated levels of urinary ALA and PBG due to a ~ 95% decrease in HMBS activity [12–14]. The clinical presentation of HD-AIP is dominated by neurological impairments and psychomotor retardation [13], which are present without exposure to precipitating porphyrinogenic factors.

An AIP mouse model with ~ 30% of normal HMBS activity (designated T1/T2 mice) was generated over 20 years ago and used as valuable tool for the investigation of the pathogenesis of AIP and exploration of novel therapeutic strategies for the disease [15–17]. As the clinical and biochemical phenotype in these animals is only apparent after induction with a porphyrinogenic agent, namely phenobarbital [18] which has strong sedative effects, the possibilities for behavioral examinations in this model have been limited.

Recently, a mouse strain carrying a c.500G > A knock-in (KI) mutation in the *Hmbs* gene (p.Arg167Glu; R167Q) was generated, with KI mice displaying striking clinical reminiscence of HD-AIP patients [13]. KI mice with only ~ 5% residual murine HMBS activity, have inherently augmented plasma and urine levels of ALA and PBG without induction by a porphyrinogenic drug. These mice also have markedly elevated ALA and PBG concentrations in the cerebral spinal fluid and brain and present with aberrant motor development and defective myelination [13].

Here we hypothesized that characterization of this mouse line and associated molecular underpinnings bears the potential to reveal the consequences of severe HMBS deficiency on behavioral traits and to uncover the underlying pathomechanistic principles. To define the molecular signature paralleling the behavioral phenotype of KI mice we conducted transcriptomic analysis using RNAseq with subsequent immunohistochemical corroboration. We then pursued the possibility that a mitochondrial energy deficit could underlie the observed phenotypic and molecular derangements and defined its consequences for adult hippocampal neurogenesis and synaptic plasticity.

## Materials and methods

### Aim, design and setting of the study

The aim of this study was to examine the consequences of severe HMBS deficiency on affective behavior and to examine the underlying pathophysiological principles in a mouse model of homozygous AIP. KI mice harboring a point mutation in the HMBS gene were compared to WT littermate controls in behavioral, molecular and biochemical studies.

### Animals

Heterozygous breeding couples of the R167Q mouse line [13] were generously provided by Makiko Yasuda, MD, PhD, Icahn School of Medicine at Mount Sinai, NY, USA. For all studies, adult homozygous knock-in mutants (KI; p.Arg167Glu; R167Q mice) were compared to sex- and age-matched wildtype (WT) littermate controls.

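Hmbs, which encodes an enzyme of heme synthesis, lies on the minus strand of chromosome 9 of GRCm38 from 44336339 to 44344228. Its principal coding transcript has 14 exons and encodes 361 amino acids. Position c.500, counted from 1 at the start of the coding sequence, falls in exon 9 at genomic position 44338027. It belongs to codon 167, which reads CGG (arginine) in the reference and CAG (glutamine) with the c.500G > A change of the KI allele. The change replaces a single base, so RNA-Seq values of Hmbs can include transcripts of the KI as well as of the WT allele. Whether the change alters splicing, and whether reads of both alleles align equally well, was not tested.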

Animals were single housed under standard conditions in a colony room with a temperature of 22 ± 1 °C, humidity of 50%, CO_2_ controlled to 500-600 ppm, 12:12 h light/dark cycle and food and water available ad libitum unless stated otherwise. The light intensity amounted to 10-20 lx inside the home cages.

For all behavioral, cellular and molecular analyses adult animals (8–12 weeks) were used.

### Behavioral analyses

Behavioral characterization of KI and WT controls consisted of the following tests:

#### Home cage activity

Daily home cage activity patterns were tracked and recorded using the PhenoTyper® system (Noldus, Wageningen, Netherlands). Mice were placed into the PhenoTyper arena (30 × 30 cm) and continuously monitored for 24 h. The EthoVision software (Noldus, Wageningen, Netherlands) was used to determine and quantify relevant behavioral parameters, including total mobility, distance covered and velocity.

#### Sucrose preference test (SPT)

The SPT assessing anhedonic behavior was adapted from a standard protocol [19–21]. Briefly, adult, single -housed mice were water and food-deprived for 18 h before the 2 days habituation period to 2% sucrose (Sigma-Aldrich, St. Louis, USA) solution. During the 3 h testing period, mice were given the choice to drink from either of two identical bottles, one filled with 2% sucrose solution, the other with regular tap water. The weight of the bottles before and after testing was determined and used for the calculation of the percentage of sucrose preference relative to the total liquid consumption.

#### Novelty suppressed feeding (NSF)

The NSF test was conducted as previously described [22, 23]. Briefly, mice were weighed and food deprived 24 h prior to behavioral testing. A single food pellet (fixed to a circular paper) was placed into the center of a brightly lit (800 lx) arena (30 × 50 cm). The latency to feed on the pellet was recorded (15 min max time) for each mouse and used as a parameter for the indication of depression-related anxiety.

#### Light/dark box (LD)

The LD test was conducted to measure anxiety-like behavior according to a standardized protocol [24] using the Activity Monitor® (MedAssociates Inc., St. Albans, VT, USA). Illumination in the light and dark compartment was maintained constant at 200 lx and 5 lx, respectively. At the beginning of the test, animals were placed into the dark box and allowed to freely explore the arena for 10 min. The amount of time an animal spent in the light area and the transition between the zones was recorded.

#### Elevated plus maze (EPM)

Anxiety-like behavior in the EPM was assessed as previously described [24]. Briefly, the plus maze, consisting of two open and two closed arms, was elevated 65 cm above the floor. Lighting in the open arms amounted to 100 lx and in the closed arms to 30 lx. At the onset of the 5 min trial, mice were placed in the center of the maze facing the left open arm. The time the animal spent in the open versus closed arms was recorded by the software Videotrack® (Viewpoint, Champagne au Mont d’Or, France) and used as a parameter for the indication of anxiety-related behavior.

#### Tail suspension test (TST)

In the TST, behavioral despair was evaluated according to a standard protocol [25]. In short, mice were suspended by their tail in a strain gauge position using a commercial cubicle TST system (MedAssociates Inc., St. Albans, VT, USA). A monitoring system recorded the amount of immobile and mobile time for each animal during the 6 min testing period. The duration of immobility was considered to be an indicator of behavioral despair. SSRI responsivity was tested by acute administration (intraperiteoneal (i.p.)) of Escitalopram (Sigma-Aldrich, St. Louis, USA) (10 mg/kg in 0.9% NaCl) 30 min prior to the TST [26].

### Adult hippocampal neurogenesis

Progenitor cell proliferation and survival of newborn cells were determined based upon published 5-bromodeoxyuridine (BrdU) injection protocols [19, 24]. For the evaluation of progenitor cell proliferation mice were administrated 10 μl/g body weight of 50 mg/kg BrdU (Sigma-Aldrich, St. Louis, USA) dissolved in 0.9% NaCl (i.p.) 5 times in 2 h intervals and perfused 24 h after the last injection. Survival and differentiation of newborn cells were tracked by the application of BrdU (50 mg/kg as above) twice per day (8 h intervals) for 3 consecutive days and perfusion 2 weeks after the first injection. Transcardial in-situ perfusions were performed in deeply anesthetized mice (40% Esketaminhydrochlorid (Ketanest®, Pfizer, New York, USA), 20% xylazine (Rompun®, Bayer, Leverkusen, Germany) in 0.9% NaCl) using 4% paraformaldehyde solution (PFA, Sigma-Aldrich, St. Louis, USA) in 0.1 M phosphate-buffered NaCl. Perfused brains were dissected out, kept overnight in 10 ml of 4% PFA and 2 days in 30% sucrose solution at 4 °C after which whole brains were frozen in O.C.T. (Tissue-Tek Fisher Scientific, Hampton, USA) and stored at − 80 °C until further processing.

#### Immuno-fluorescence-histochemistry

Coronal brain sections (30 μm) containing the hippocampus were cut on a cryostat (CM1950, Leica, Wetzlar, Germany) using the Mouse Brain Atlas as a reference [27]. Free-floating brain sections were kept in a cryoprotectant solution (30% glycerol, 30% ethylene glycol and 40% phosphate-buffered NaCl; pH 7.4). Every 10th section of the entire rostro-caudal span of the hippocampus was used for the quantification of newborn cells, their differentiation and survival using a published immunofluorescence-histochemistry procedure [24, 28–31]. For single staining (proliferation paradigm) only mouse anti-BrdU antibody (Bio-Rad AbD Serotec, United Kingdom; 1:300) was used. Double-staining protocols employed rat anti-BrdU antibody (Bio-Rad AbD Serotec, United Kingdom; 1:300) combined with goat anti-DCX (Santa Cruz, USA, 1:250), mouse anti-NeuN (Millipore Merck, Germany, 1:1000) or rabbit anti-GFAP (Sigma-Aldrich, St. Louis, USA, 1:500). Secondary antibodies were 488 donkey anti-goat (Thermofisher Scientific, Waltham, USA, 1:200), 488 goat anti-mouse (Thermofisher Scientific, Waltham, USA, 1:500), 488 goat anti-rabbit (Thermofisher Scientific, Waltham, USA, 1:500) and 594 chicken anti-rat (Thermofisher Scientific, Waltham, USA, 1:500).

Fluorescence microscopy pictures were acquired on a Carl-Zeiss Axiovert-Apotome System (Oberkochen, Germany) using the Axiovision software v4.8. For the evaluation of proliferation and survival the total number of BrdU+ cells in each hippocampal section (both hemispheres) was determined and a sum for each animal was calculated. Double-stainings in the survival paradigm were evaluated for the determination of cell differentiation based upon the number of cells co-expressing BrdU and either of the marker proteins (NeuN for mature neurons, GFAP for astrocytes). DCX stainings were used for the morphological characterization of newborn cells according to a previous study [31].

### Electrophysiological recordings

Long-term potentiation (LTP) and basal synaptic transmission (Input/Output (I/O) curve and paired-pulse inhibition (PPI)) were evaluated in acutely dissected hippocampal slices. The procedures for the hippocampal slice preparation and electrophysiological recordings followed previously published protocols with some minor modifications [32]. Briefly, mice were killed and hippocampi were dissected under the microscope. Hippocampi were cut into 400 μm thick slices using the McIlwain Tissue Chopper (Mickle Laboratory Engineering, Guildford, Surrey, UK) and kept in artificial-cerebrospinal fluid (aCSF, in mM: 125 NaCl, 2.5 KCl, 25 NaHCO3, 2 CaCl2, 1 MgCl2, 25 D-glucose, 1.25 NaH2PO4 with pH 7.4), that was continuously bubbled with a 95/5% mixture of O_2_/CO_2_ to maintain physiological conditions. Slices were recovered for at least 1 h at 32 °C before recordings. Same physiological conditions were provided in the recording chamber with exception that picrotoxin was added at concentration of 30 μM (Sigma-Aldrich, St. Louis, USA). Field excitatory postsynaptic potentials (fEPSPs) were recorded in the dentate gyrus (DG) with borosilicate glass pipette (2-5 MΩ), pre-filled with aCSF solution, after stimulation of the medial perforant pathway (MPP). The stimulating bipolar electrode was made of teflon-coated tungsten wire that had a 50 μm diameter and was located ~ 400 μm away from the recording electrode. The proper positioning of the electrodes was confirmed by applying a PPI protocol with 50 ms interstimulus interval at 30% of maximal voltage value that was determined by I/O curve. The PPI protocol consisted of a series of paired pulse stimulations with varying interstimulus intervals and used the ratio between second and first response as measurement. I/O curves were obtained by recording responses from repeated stimulation with pulses of voltage 1–9 V with interstimulus interval of 1 V. The decaying slopes of field potentials were normalized to the maximum value of the slope. LTP was induced by high frequency stimulation, consisting of 4 trains of 100 pulses at 100 Hz with 15 s inter-train intervals. Synaptic potentiation was determined by analyzing the changes in the decaying phase of the fEPSP slopes normalized to the baseline values. Data were recorded by an AxoClamp-2B amplifier (bridge mode) and a Digidata-1440 interface (Axon Instruments, Foster City, USA). pClamp-10 (Molecular Devices, Biberach, Germany) was used for offline analysis.

### RNA sequencing

After cervical dislocation, hippocampi were rapidly dissected on ice and total RNA was extracted using the miRNeasy mini kit (Qiagen, Hilden, Germany) according to the manufacturer’s instructions including the optional DNase digest step (Qiagen, Hilden, Germany). RNA-Seq libraries were prepared with the TruSeq Stranded mRNA LT sample preparation kit (Illumina, San Diego, CA, USA) using Sciclone and Zephyr liquid handling workstations (PerkinElmer, Waltham, MA, USA) for pre- and post-PCR steps, respectively. For sequencing, samples were diluted and pooled into NGS libraries in equimolar amounts. Expression profiling libraries were sequenced on a HiSeq 3000 instrument (Illumina, San Diego, CA, USA) in 50-base-pair, single-end mode. Transcriptome analyses were performed with the Tuxedo suite. For each sample, reads passing vendor quality filtering were aligned to the mm10 reference genome assembly provided by the UCSC Genome Browser based on Genome Reference Consortium GRCm38 with TopHat2 (v2.1.1, [33]). Cufflinks (v2.1.1, [34]) allowed for transcriptome assembly on the basis of the reference transcriptome and spliced read alignments, as well as raw transcript quantification. Cuffdiff was used for differential expression calling. Transcripts with a false discovery rate FDR ≤ 0.05 and a log_2_-fold change ≥ + 1.5 or ≤ − 1.5 for up- and downregulated genes, respectively, were considered as significantly differentially expressed transcripts (DETs).

Gene ontology enrichment analysis was performed for biological pathway, cellular compartment and molecular function sub-ontologies using the freely available software tools DAVID [35, 36] and Enrichr [37, 38].

### Neuropathohistology

Gross neuropathohistological assessment was carried out on coronal brain sections stained with hematoxylin/eosin (H&E) followed by immunohistochemical assays suitable for the examination of the integrity of neuronal cell bodies, dendrites and axons (anti-phosphorylated neurofilament-H, SMI31 and anti-non-phosphorylated neurofilament-H, SMI32). Briefly, after transcardial perfusion, frozen brains were cut on a brain slicer (Zivic Instruments, Pittsburgh, USA) into 2 mm sections and embedded into paraffin. The tissue blocks were cut into 4 μm slices and automated immunohistochemistry was performed on Autostainer 48 Link instruments (Dako, Glostrup, Denmark) using EnVision™ FLEX+ detection system (Dako, Glostrup, Denmark) according to the manufacturer’s recommendations. All primary antibodies were incubated for 30 min at room temperature using a dilution of 1:50000 for anti-SMI-31 (Biolegend, San Diego, USA) and 1:200 for anti-SMI-32 (Biolegend, San Diego, USA). All sections were counterstained with 3,3′-diaminobenzidine (DAB, Merck, Darmstadt, Germany) for specific labeling and Mayer’s hemalum solution (Merck, Darmstadt, Germany) for nuclear labeling. Images were scanned on a Pannoramic midi Scanner (3DHISTECH Ltd., Budapest, Hungary) and qualitatively analyzed using Pannoramic Viewer (3DHISTECH Ltd., Budapest, Hungary).

For the validation of myelin transcripts Mouse on Mouse Immunodection kit (MOM, Vector laboratories, Burlingame, USA) was used, employing the following primary antibodies: anti-MOG (myelin oligodendrocyte glycoprotein, Sigma-Aldrich, St. Louis, USA, 1:1000), anti-PLP1 (myelin proteolipid protein, BioRad, Hercules, USA, 1:500) and anti-CNP (2′,3′-Cyclic-nucleotide 3′-phosphodiesterase, Biolegend, San Diego, USA, 1:1000). The intensity of the DAB signal in MOG and PLP1 stainings was automatically determined in a selected region of interest within the hippocampus using Qupath [39]. For the number of oligodendrocytes, CNP+ cells were manually counted in a selected region of interest within the hippocampal dentate gyrus.

### Mitochondrial respiratory chain enzymatic activities

Enzymatic activities of mitochondrial respiratory complexes I – IV and citrate synthase (as reference enzyme) were tested using a standard published method [40]. Snap-frozen hippocampal tissue was homogenized with a glass-glass tissue grinder and centrifuged at 600G for 10 min at 4 °C to isolate mitochondria. Supernatant was aliquoted to avoid multiple freeze-thaw cycle. Total protein concentration was measured using Bradford assay (BioRad, Hercules, USA). Enzymatic activity measurements were conducted at a constant temperature of 37 °C using Shimadzu Spectrophotometry (UV-1800 Shimadzu, Kyoto, Japan).

### Mitochondrial membrane potential

Primary hippocampal neurons were prepared from postnatal day 1 WT and KI pups according to previously described protocol with some minor modifications [41]. Briefly, mouse hippocampi were isolated and cells were cultured at a density of 50,000 cells/cm^2^ on poly-D-lysine coated glass-bottom dishes (35 mm) using Neurobasal A medium supplemented with 2% B27, 0.5 mM glutamax and penicillin/streptomycin (10,000 U/ml). Cells were maintained for 2 weeks at 37 °C with 5% CO_2_.

The mitochondrial membrane potential (Ψ_m_) was measured using a fluorescence-based method as previously published with some adaptions in concentration and laser intensities [42]. Briefly, cells were equilibrated for 1 h at 37 °C in external buffer containing 1 nM TMRM to avoid fluorescence quenching. The same concentration of TMRM was present in all perfusing solutions. The external buffer contained: 140 NaCl, 3 KCl, 2 CaCl2, 2 MgCl2, 10 HEPES, 20 glucose (in mM, pH 7.4). All chemicals were purchased from Thermofisher Scientific, Waltham, USA. Pharmacological intervention with ATP synthase inhibitor (Oligomycin), complex III inhibitor (Antimycin A) and protonophore (FCCP) were made (all substances ordered from Sigma-Aldrich, St. Louis, USA).

After loading, cells were imaged using a confocal microscope (Nikon A1r, Minato, Japan) by excitation/emission wavelengths of 562 nm/595 nm. Experiments were performed at room temperature and cells were continuously locally superfused using an 8-reservoir drug application system (Octaflow II). Image analysis was conducted by specifying mitochondria located in neuronal bodies as region of interest and the mean fluorescence intensity profile over time was calculated. All images were quantified using open access ImageJ (Fiji) [43].

### Statistical analyses

Sample sizes were determined according to previous studies [24, 44, 45]. All data were tested for normality using the Kolmogorov-Smirnov test prior to further statistical evaluation. Cosinor analysis was performed to determine circadian oscillations. Data were analyzed using CircWave statistic software (V1.4) according to the eq. Y = c + aSIN(i2π *t*/24) + bCOS(i2π *t*/24), where Y is delta cycle threshold, *t* is circadian time, and a, b, and c were predicted. Further nonlinear regression analysis was used to determine peak time, trough and amplitude of the curve, using the center of gravity parameter. Behavioral experiments were analyzed using 2-way ANOVA, repeated measure ANOVA and 3-way ANOVA. Neurogenesis and mitochondrial results were evaluated by Student’s t-test or corrected with Welch’s t-test, where appropriate. Electrophysiological data were analyzed using repeated measure ANOVA. Statistical outliers (values outside of the interval: mean ± 2 standard deviations) were excluded from further analyses. The threshold for significance was set at *p < 0.05 in all instances. Statistical analyses were performed using SPSS software for Windows, Version 24 (IBM Corporation, Chicago, USA) and Graphpad Prism, Version 7 (San Diego, USA).

## Results

### Characterization of emotional behavior in KI mice

We initially analyzed the behavioral phenotype of HD-AIP mice comparing adult male and female KI animals to wildtype littermate controls, focusing on depression- and anxiety-like displays, in light of the symptoms reported in AIP patients. In consideration of the previously described motoric deficiencies in the KI mice, particularly during the neonatal and early postnatal period [13], we first examined overall locomotor activity in adult animals to exclude a possible bias in the subsequent behavioral paradigms. Long-term (24 h) assessment of home cage activity revealed no genotype effect on total mobility in male and female KI mice (Fig. 1a-b). Subsequent cosinor analysis documented statistically significant 24 h rhythmic patterns of mobility for all groups (*p* < 0.0001). These data excluded locomotor impairment as a liability for the behavioral assessment of adult KI mice and allowed us to proceed to mood-specific tests.

**Fig. 1:**
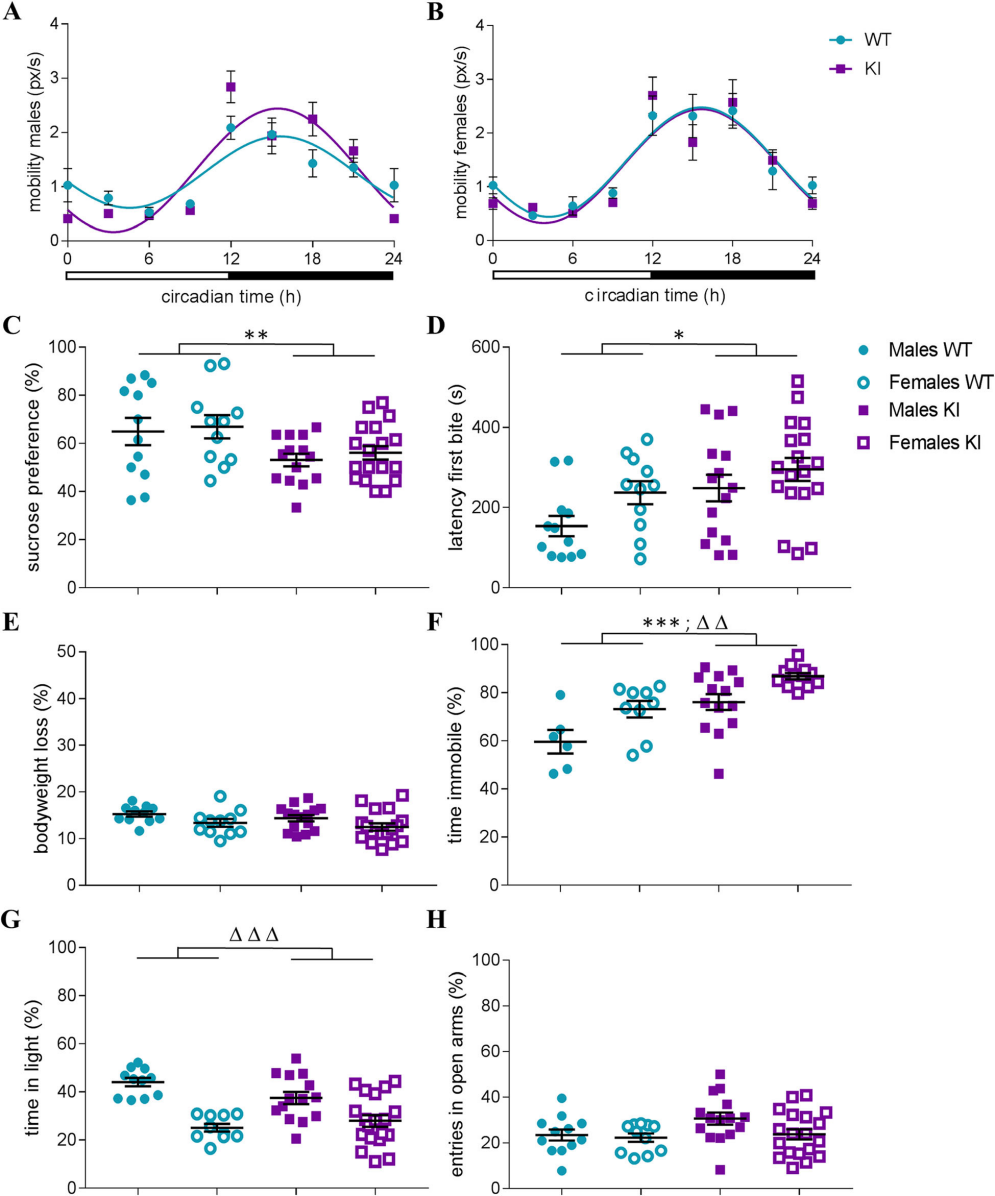
Behavioral characterization of HMBS-deficient mice. 24 h mobility patterns in **a** male and **b** female HMBS-deficient (KI) and wildtype (WT) control mice. Assessment of depression-like behavior in **c** SPT (% sucrose preference), **d** NSF (latency until first bite) without alterations in **e** body weight loss during food deprivation. **f** Behavioral despair in the TST (% of time spent immobile). Examination of anxiety-like behavior in **g** LD (% of time in light compartment) and **h** EPM (% of entries into open arms). All values are presented as mean ± SEM; *n* = 6–19 per group. Statistical significances displayed refer to genotype effects (*) and sex effects (∆) resulting from repeated measure and 2-way ANOVA. *p < 0.05, **p < 0.01, ***p < 0.001; HMBS, hydroxymethylbilane synthase; SPT, sucrose preference test; NSF, novelty suppressed feeding; TST, tail suspension test; LD, light/dark box; EPM, elevated plus maze

Male and female KI mice showed reduced sucrose preference compared to their respective controls in the SPT, indicating augmented depression-related anhedonic behavior (Fig. 1c; significant main effect of genotype (F(1,51) = 8.37, *p* < 0.01). In line with this observation, enhanced depression-related anxiety in the KI mice was revealed in the NSF test as evidenced by a longer latency to the first bite (Fig. 1d; significant main effect of genotype (F(1,52) = 6.24, *p* < 0.05). Importantly, no significant differences between genotypes were observed in the amount of bodyweight loss after a 24 h food restriction (Fig. 1e). Furthermore, there was no correlation between home cage food consumption (5 min after the NSF) and the latency to the first bite in the NSF (*R*^*2*^ = 0.048 for males, *R*^*2*^ = 0.076 for females), collectively excluding an unspecific bias in the NSF due to metabolic alterations and/or motivation to eat. In agreement with the previous results, immobility in the TST, commonly used as an indicator for behavioral despair in the context of depression-like behavior, was elevated in male and female KI mice (Fig. 1f; significant main effect of genotype (F(1,37) = 20.62, *p* < 0.0001); significant main effect of sex (F(1,37) = 13.31, *p* < 0.001)). No alterations in anxiety-like behavior were detected in the KI mice in comparison to WT controls in the LD (time in the light zone) or the EPM (open arm entries). A significant main effect of sex (F(1,50) = 35.05, *p* < 0.0001) for the time spent in light compartment was observed in the LD (Fig. 1g-h).

In the TST, depression-like behavior was reduced by acute treatment with the selective serotonin reuptake inhibitor (SSRI) Escitalopram (10 mg/mg i.p.) in mice of both genotypes (reduction in % immobility (mean ± SEM: KI males 78.44 ± 2.56% to 43.60 ± 6.19%; KI females 86.84 ± 1.14%; WT males to 53.00 ± 8.61%; WT males 59.63 ± 4.00% to 23.13 ± 3.72%; WT females: 73.12 ± 4.66% to 44.13 ± 7.38%).

Since no sex × genotype interactions were observed for any of the behavioral tests, samples were collapsed across sexes for all following experiments. The number of animals of each sex used for the individual analyses as well as total sample sizes are summarized in Additional file 1.

### Myelination related transcripts are differentially expressed in the hippocampus of KI mice

Based on the depression-like behavior detected in the KI mice, our subsequent analyses focused on the hippocampus, a limbic brain structure central to the pathophysiology of depression [46–48].

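Hippocampal RNA of 6 male KI and 6 male WT mice aged 8 to 12 weeks was sequenced, with 1 library per mouse. The sample labels give the hippocampus as the source of every library but name another region, the dorsal raphe of the midbrain, as the tissue, and the hippocampus stated by the paper is used here. Markers of hippocampal pyramidal cells were abundant, such as Crym at 129 ± 34.6 FPKM (SD, n = 6) in the libraries labelled KI and 154 ± 30.9 (SD, n = 6) in those labelled WT, and Neurod6 at 92.5 ± 10.1 and 97.5 ± 13.7. Of 12 markers of serotonergic raphe neurons, 5 had a mean of at least 0.5 FPKM. None of these 5 passed the test of KI against WT, over all genes or adjusted over the list alone, which does not bear on the tissue. The highest of them was Ddc, a decarboxylase of monoamine synthesis, at 3.07 ± 0.826 and 2.30 ± 0.329 FPKM.
Poly(A) RNA was made into stranded libraries and sequenced as single-end reads. The authors aligned the reads to mm10 with TopHat2 2.1.1 and estimated FPKM (fragments per kilobase of transcript, scaled to the size of the library) with Cufflinks 2.1.1, once for each mouse and once for all libraries together with Cuffdiff, whose version is not given in the sources used here. The values below come from the joint table unless the per-mouse estimates are named. Its 6 columns per group carry numbers that are not tied to mice. The files hold FPKM and no read counts. The fragments per library implied by the confidence limits of the per-mouse estimates, read as 2 Poisson standard deviations, were 10.0 to 20.3 M (median 12.0 M) for KI and 9.19 to 27.1 M (median 13.2 M) for WT.
The group names differ between sources. Of the 320 rows of Tables S2 and S3, 319 could be read, and all 319 give under WT the mean that the authors' deposited table gives for KI, within 0.01 FPKM, while 0 give the WT mean of that table. The per-mouse estimates, which carry labels of their own, had the same direction as the joint table for 582 of 583 genes with at least 1.5-fold change. Both were deposited together from the same libraries, so this cannot settle which source has the right names. The libraries are named here by their deposited labels, and each direction is that of the libraries labelled KI against those labelled WT. Of 48424 rows, the 17095 with a mean of at least 0.5 FPKM were tested with limma on log2(FPKM + 0.1), with an intensity trend and Benjamini-Hochberg adjustment at 0.05. Fold changes are on this scale, which understates the change of genes with low values.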

We performed high-throughput RNA sequencing (RNA-Seq) in order to explore the molecular signature accompanying the behavioral deficits in the KI mice in an unbiased manner. Three hundred twenty transcripts were found to be significantly and more than 1.5-fold differentially expressed between genotypes. 

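Hmbs was at 6.61 ± 0.449 FPKM (SD, n = 6) in the libraries labelled KI and 8.20 ± 0.706 (SD, n = 6) in those labelled WT, a log2 fold change of -0.30 that did not pass the test over all genes (standard error 0.07, adjusted p = 0.51 from limma). The 6 values were 6.91, 5.93, 6.82, 6.16, 6.81 and 7.03 FPKM under KI and 8.64, 7.93, 8.05, 8.59, 7.00 and 8.97 under WT (2-sided exact permutation test, p = 0.00433). In the per-mouse estimates every KI library, at 5.27 to 5.87 FPKM, lay below every WT library, at 6.15 to 7.83 (exact permutation p = 0.00216, the smallest that 6 against 6 allow). The change made in the allele replaces a single base, so this level does not by itself check the labels.
Of 17095 genes, 10 passed an adjusted p of 0.05 in limma, 6 with higher and 4 with lower values in the libraries labelled KI, and 9 of them had at least 1.5-fold change (5 higher and 4 lower). At an unadjusted p under 0.05 there were 480 genes, fewer than the 5% of 17095 that chance gives, with 284 higher and 196 lower, against 235 and 238 after quantile normalization and 333 and 393 in the per-mouse estimates. The largest group among the 10 is 6 genes on chromosome 9 within 10 Mb of Hmbs. Fxyd2, a regulatory subunit of the sodium-potassium pump at 45399709 to 45410278, was at 12.9 ± 2.42 FPKM (SD, n = 6) under KI and 5.39 ± 1.20 under WT (log2 fold change 1.24, standard error 0.15, adjusted p = 0.00554 from limma). Ift46, a gene of intraflagellar transport at 44772910 to 44793447, was at 30.4 ± 0.929 and 23.0 ± 1.69 (log2 fold change 0.40, standard error 0.05, adjusted p = 0.0102 from limma). The other 4 were lower, namely 2610203C20Rik (1.22 and 3.15 FPKM), the long non-coding RNA RP24-175C20.18 (3.65 and 7.55), a row that joins Rnf26 with RP24-329C11.8 (3.65 and 7.52) and the pseudogene RP23-354J5.3 (17.3 and 26.6). These 4 loci overlap other annotated genes, so their values are uncertain. A second row that the authors' deposited table names 2610203C20Rik, at the same locus, went the other way. It was at 11.26 FPKM under KI and 8.996 under WT (q = 0.0231 from Cuffdiff). Of 196 tested genes in this window 6 passed, against 4 of 16899 elsewhere (2-sided Fisher's exact test, odds ratio 133, p = 4.25e-10). With the mean log2 value of thalamus and habenula markers as a covariate 3 of the 196 passed.
The 4 genes elsewhere lie outside the rule for named genes, apart from mt-Cytb, and were chosen after their values were seen. Gm9008 on chromosome 6 was at 2.69 ± 0.388 FPKM under KI and 0.0207 ± 0.0115 under WT, and Gm13410 on chromosome 2 at 1.28 ± 0.243 and 0.0125 ± 0.0307 (SD, n = 6). Both share sequence with coding genes near Hmbs. The mitochondrial gene mt-Cytb was listed at 6620, 7878, 6500, 6633, 6937 and 5905 FPKM in the KI columns and at 0 in each of the 6 WT columns, as was the row of mt-Nd4 and mt-Nd4l, while the per-mouse estimates put mt-Cytb at 6406 to 7411 FPKM under KI and 5674 to 7077 under WT. Without the rows that the authors' deposited table marks as not estimated for high data, a setting chosen after seeing the data, 8 genes passed, 4 higher and 4 lower. With the authors' Cuffdiff p-values adjusted over the 16471 of these genes that Cuffdiff tested, 289 passed, 203 higher and 86 lower.

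**Figure D1:**
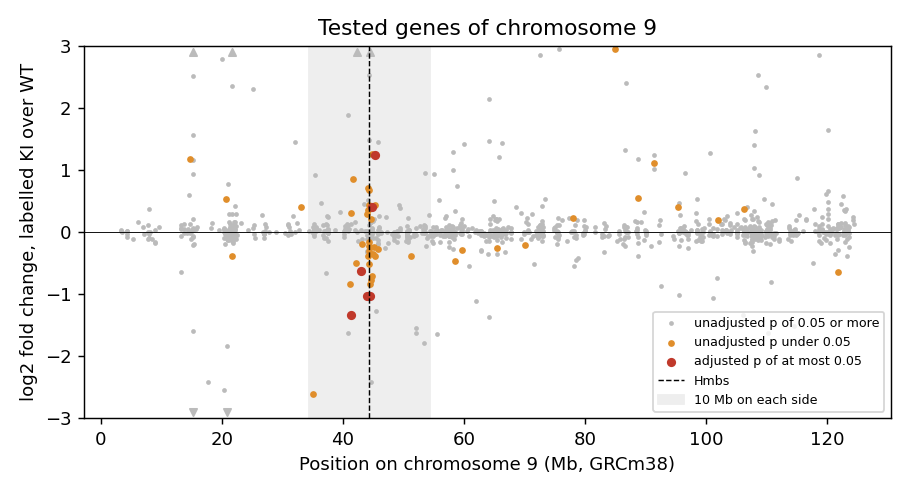
Log2 fold change (libraries labelled KI over WT) of the 1022 tested genes of chromosome 9 against their start in Mb on GRCm38, with the position of Hmbs as a dashed line and 10 Mb on each side shaded. Triangles at the edges stand for 6 genes beyond the axis. The 6 genes with an adjusted p of at most 0.05 all lie in the shaded window.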

A list of all differentially expressed genes (DEGs) is provided in Additional file 2. 

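The authors' deposited table marks 320 genes as significant, 227 with the higher mean under KI and 93 under WT. The lists of markers used here were fixed with Tables S2 and S3 in view, so counts of their members among these calls describe the calls and test nothing. The p-values of these lists given below are not independent of those calls either. Of 27 tested thalamus markers 24 were marked, all higher under KI, and of 12 habenula markers 7, all higher. Of 37 tested markers of the choroid plexus epithelium 22 were marked, all lower, and of 31 genes of ependyma and motile cilia 11, all higher.
The libraries of each group varied widely in these markers. Tcf7l2, a transcription factor of thalamic neurons, was at 13.1 ± 8.80 FPKM (SD, n = 6) in the libraries labelled KI and 5.36 ± 5.05 in those labelled WT, and Prkcd, a kinase abundant in thalamic relay neurons, at 48.5 ± 35.6 and 27.0 ± 20.7. Ttr, the thyroxine carrier made by the choroid plexus, was at 318 ± 541 and 1318 ± 1936. None of the thalamus, habenula, choroid plexus or ependyma markers passed the test over all genes, and 0 did adjusted over the list alone. Their median log2 fold changes were 0.80, 0.51, -0.44 and 0.53, and 0.55 to 1.11, 0.17 to 0.67, -0.75 to -0.02 and 0.27 to 0.76 with each library left out in turn. The camera test with a preset correlation of 0.01 between genes called all 4 lists (adjusted p = 4.31e-14, 6.08e-05, 7.11e-05 and 6.90e-13). The calls were lost with an estimated correlation, at an adjusted p of 0.242 for thalamus and habenula, 0.658 for choroid plexus and 0.267 for ependyma.
Of 21 tested genes of meninges and fibroblasts 6 were marked by the authors as lower, and 1 was lower adjusted over the list alone, Igfbp6, a binding protein of insulin-like growth factors (6.34 ± 1.93 and 11.7 ± 3.07 FPKM). The list had a median of -0.25 (-0.34 to -0.07 with a library left out) and an adjusted p of 0.000545 from camera, with an adjusted p = 0.367 with an estimated correlation. Of 24 markers of isocortex layers the authors marked 1 as higher and 4 as lower, and 0 passed adjusted over the list alone (median -0.05, adjusted p = 0.0374 from camera, adjusted p = 0.299 with an estimated correlation). Of 12 striatum markers 3 were marked as higher and 1 as lower, and 1 was lower adjusted over the list alone, the opioid precursor Penk (15.4 ± 1.36 and 20.6 ± 2.63 FPKM). That list was not called (adjusted p = 0.616 from camera), and its median of -0.08 and mean of 0.16 differ in sign. The choroid plexus call of camera was also lost without WT replicate 3 (adjusted p = 0.099) or 5 (adjusted p = 0.588), the meninges call without the same replicates (adjusted p = 0.0555 and 0.0565), the habenula call without KI replicate 2 (adjusted p = 0.0677) and the isocortex call in 6 of the 12 fits that left out a library.
Of the authors' 320 genes, 204 changed at least 1.5-fold in their table and 40 by at least 1.5 on the log2 scale. Among the 17095 genes tested here were 295 of them, all 295 with the same direction in limma, 87 with an unadjusted p under 0.05 and 4 past the adjusted threshold. The KI and WT libraries did not overlap in 40 of all genes tested (0.234%), near the 0.22% that chance gives. Among the 295 there were 14 such genes, which tests nothing, since the 295 were selected for a difference between these same libraries.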

Raw data are available at www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE146212.

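Genes of myelin had higher values in the libraries labelled KI, and none of them passed the test over all genes. All 38 tested genes of the myelin list had a positive log2 fold change, with a median of 0.31. Mbp, which encodes myelin basic protein, was at 1484 ± 332 FPKM (SD, n = 6) under KI and 1141 ± 265 under WT, and Mobp, another component of the myelin sheath, at 542 ± 126 and 449 ± 114. Of 28 tested genes of oligodendrocyte development 24 had a positive value, with a median of 0.11, among them Olig1, a transcription factor of the lineage (69.8 ± 15.3 and 58.9 ± 8.14 FPKM), and Sirt2, a deacetylase abundant in oligodendrocytes (97.1 ± 15.7 and 84.4 ± 7.64). Lingo1 (109.9 ± 16.4 and 115.2 ± 22.2 FPKM) and Id2 (46.0 ± 8.41 and 50.2 ± 6.30), also among the most abundant of that list, had negative values.
None of the 38 or 28 genes passed adjusted over the list alone. The camera test called both lists (adjusted p = 9.13e-21 for myelin and 2.13e-05 for oligodendrocyte development), each with an adjusted p = 0.242 with an estimated correlation, and the exact permutation test of the mean log2 value per library gave p = 0.0866 and p = 0.113. The authors' deposited table marks 19 of the myelin genes and 3 genes of oligodendrocyte development, all higher under KI, which the choice of the lists makes no independent evidence. The p-values of the 2 lists are limited in the same way. The 10 genes past limma are too few to test enrichment of the lists, and 0 of the 32 passed. The 15 tested precursor markers had a median of 0.07, with 0 past the list alone and an adjusted p of 0.0811 from camera.
The myelin genes moved with markers of the thalamus and habenula. With the mean log2 value of those markers as a covariate, the median of the myelin list was 0.12 (adjusted p = 3.57e-05 from camera), and that of oligodendrocyte development was 0.08 and no longer passed (adjusted p = 0.0649). With the choroid plexus mean as the covariate the myelin median was 0.40, and with both it was 0.22. The thalamus and habenula lists were fixed with the authors' calls in view, so their mean can itself carry the group difference. A smaller myelin value with it as a covariate therefore does not show a cause.
Fig. 2a also names other terms. Of 26 tested genes of non-canonical Wnt signaling 21 had positive values (median 0.05), 0 passed adjusted over the list alone, and camera called the list (adjusted p = 0.0181, adjusted p = 0.242 with an estimated correlation), a call lost in 5 of the 12 fits that left out a library and with the thalamus and habenula covariate (adjusted p = 0.613). Of 23 genes of cardiac muscle hypertrophy 1 was higher adjusted over the list alone, the vasoconstrictor gene Edn1 (1.31 ± 0.346 and 0.623 ± 0.189 FPKM), and the list was not called (median 0.01, adjusted p = 0.589).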

Bioinformatic analyses focusing on biological pathways, cellular compartments and molecular function sub-ontologies revealed a notable enrichment of DEGs for CNS myelination and oligodendrocyte development (Fig. 2a). To gain further insight into the possible pathophysiological implications of the molecular alterations in the KI hippocampus, differentially expressed genes in KI mice were contrasted against available gene sets from DisGeNet [49] with relevance for depression and myelin deficits. 

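Mog, Cnp and Plp1, which encode a glycoprotein on the outer face of myelin, an enzyme of oligodendrocytes and the main proteolipid of central myelin, all had higher means in the libraries labelled KI, and none passed the test over all genes. Mog (chromosome 17 of GRCm38, 37010743 to 37023398) was at 49.1 ± 8.45 FPKM (SD, n = 6) under KI and 37.2 ± 6.75 (SD, n = 6) under WT. Its log2 fold change was 0.41 (standard error 0.15, unadjusted p = 0.0202 and adjusted p = 1 from limma), and an exact permutation test gave p = 0.0216. Cnp (chromosome 11, 100574904 to 100581728) was at 180.3 ± 41.8 and 140.0 ± 24.8 FPKM, a log2 fold change of 0.35 (standard error 0.17, adjusted p = 1 from limma, exact permutation p = 0.0736). Plp1 (chromosome X, 136822671 to 136839733) was at 753 ± 118 and 554 ± 126 FPKM, a log2 fold change of 0.47 (standard error 0.18, adjusted p = 1 from limma, exact permutation p = 0.0195). The groups overlapped for all 3 genes. Under KI, replicate 3 was lowest for each (34.2, 120.3 and 543 FPKM), and under WT, replicate 2 (24.6, 95.3 and 311.8 FPKM). With the thalamus and habenula mean as a covariate the log2 fold changes of Mog, Cnp and Plp1 were 0.25, 0.17 and 0.27, and without WT replicate 2 that of Plp1 was 0.31. With the authors' Cuffdiff p-values adjusted over the genes tested both here and by Cuffdiff, all 3 passed (adjusted p = 0.00429, 0.00429 and 0.0145).

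**Figure D2:**
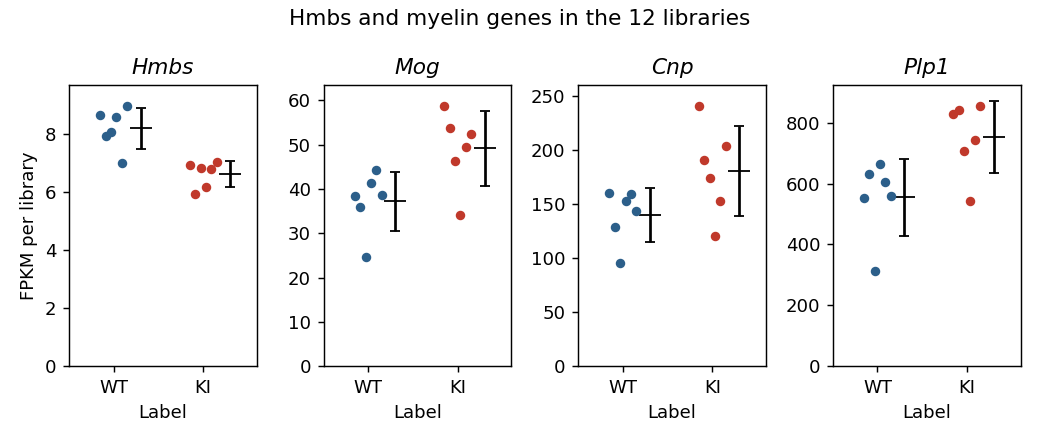
FPKM of Hmbs, Mog, Cnp and Plp1 in each of the 12 libraries, by label. Points are libraries, and the bar beside each group is its mean ± SD (n = 6). The 2 labels overlap in each of the 4 panels.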

Three genes were detected in the three-way comparison: Myelin Oligodendrocytes Glycoprotein (MOG), 2′,3′-Cyclic-nucleotide 3′-phosphodiesterase (CNP) and Proteolipid Protein 1 (PLP1) (Fig. 2b).

**Fig. 2:**
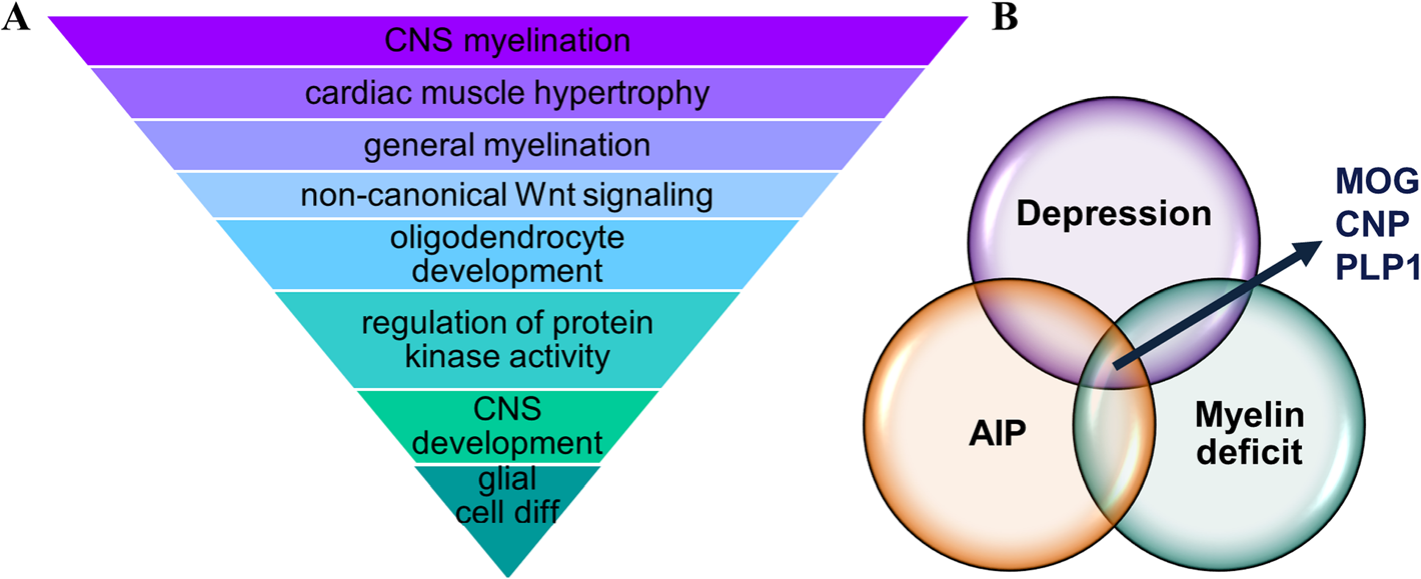
High-throughput RNA sequencing of hippocampal tissue of HMBS-deficient mice. **a** Results of enrichment analysis revealing a gene expression signature with relevance for myelination in KI mice. **b** Venn-diagram highlighting 3 genes found to be differentially expressed in KI as compared to WT mice which are also involved in depression and myelin deficits (*n* = 6 per genotype). AIP, acute intermittent porphyria; MOG, myelin oligodendrocyte glycoprotein; CNP, 2′,3′-Cyclic-nucleotide 3′-phosphodiesterase; PLP1, myelin proteolipid protein 1 (CNS)

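The myelin genes and the markers of thalamus and habenula varied together across libraries. For each library, the log2 values of the tested genes of a list were averaged. Over the 12 libraries the myelin mean correlated with that of thalamus and habenula (Pearson's r = 0.70, permutation p = 0.0093, adjusted p = 0.019 over 4 relations, Spearman's rho = 0.74, permutation p = 0.0079) and, without the 2 libraries farthest from the median, r was 0.63 (permutation p = 0.042). Within the 6 libraries labelled KI r was 0.69 (exact permutation p = 0.14) and within the 6 labelled WT 0.49 (exact permutation p = 0.36), so the relation did not pass within either group. Both lists were fixed with the authors' calls in view, so the relation over all 12 may partly reflect the group difference. The myelin mean also correlated with that of ependyma and motile cilia (r = 0.81, permutation p = 0.0033, adjusted p = 0.013 over 4 relations, rho = 0.78, permutation p = 0.0038), and without the 2 libraries farthest from the median r was 0.56 (permutation p = 0.094) and rho 0.71 (permutation p = 0.026). Ependyma with thalamus and habenula (r = 0.54, permutation p = 0.061, rho = 0.69, permutation p = 0.017) and myelin with choroid plexus (r = 0.43, permutation p = 0.17, rho = 0.41) did not pass on r after adjustment (adjusted p = 0.081 and 0.17), though without the 2 libraries farthest from the median the latter r was 0.66 (permutation p = 0.039), and within WT it was 0.74 (exact permutation p = 0.074) with rho 0.89 (exact permutation p = 0.033). The labels and the paper give no sequencing batch.

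**Figure D3:**
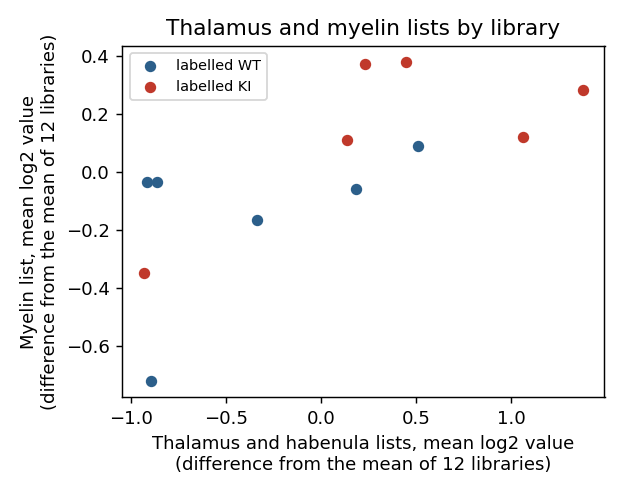
Mean log2 value of the myelin list against that of the thalamus and habenula lists in each of the 12 libraries, both as the difference from the mean of all libraries. Blue points are labelled WT and red points KI, and r over all 12 is 0.70.

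From the enrichment of DEGs, the paper states that impaired myelination and oligodendrocyte development emerged as a relevant biological theme, and from the overlap with published gene sets for depression and myelin deficits it takes MOG, PLP1 and CNP as molecular players, which it then examined at the protein level.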

### KI mice present with defective myelination and a reduction in oligodendrocytes number

In order to validate and extend the RNA-Seq results, hippocampal protein levels of MOG, PLP-1 and CNP were examined immunohistochemically. In accordance with the results at the mRNA level, the intensity of the 3,3′-Diaminobenzidine (DAB) staining revealed a significant decrease in MOG (Fig. 3a-b; t(12.52) = 5.18, *p* < 0.001) and PLP1 (t(16) = 2.35, *p* < 0.05) protein expression in KI mice (Fig. 3c-d). A significant difference between genotypes was also observed for the number of CNP+ cells (Fig. 3e-f; t(17) = 2.49, *p* < 0.05), indicating fewer oligodendrocytes in KI than in control littermates.

**Fig. 3:**
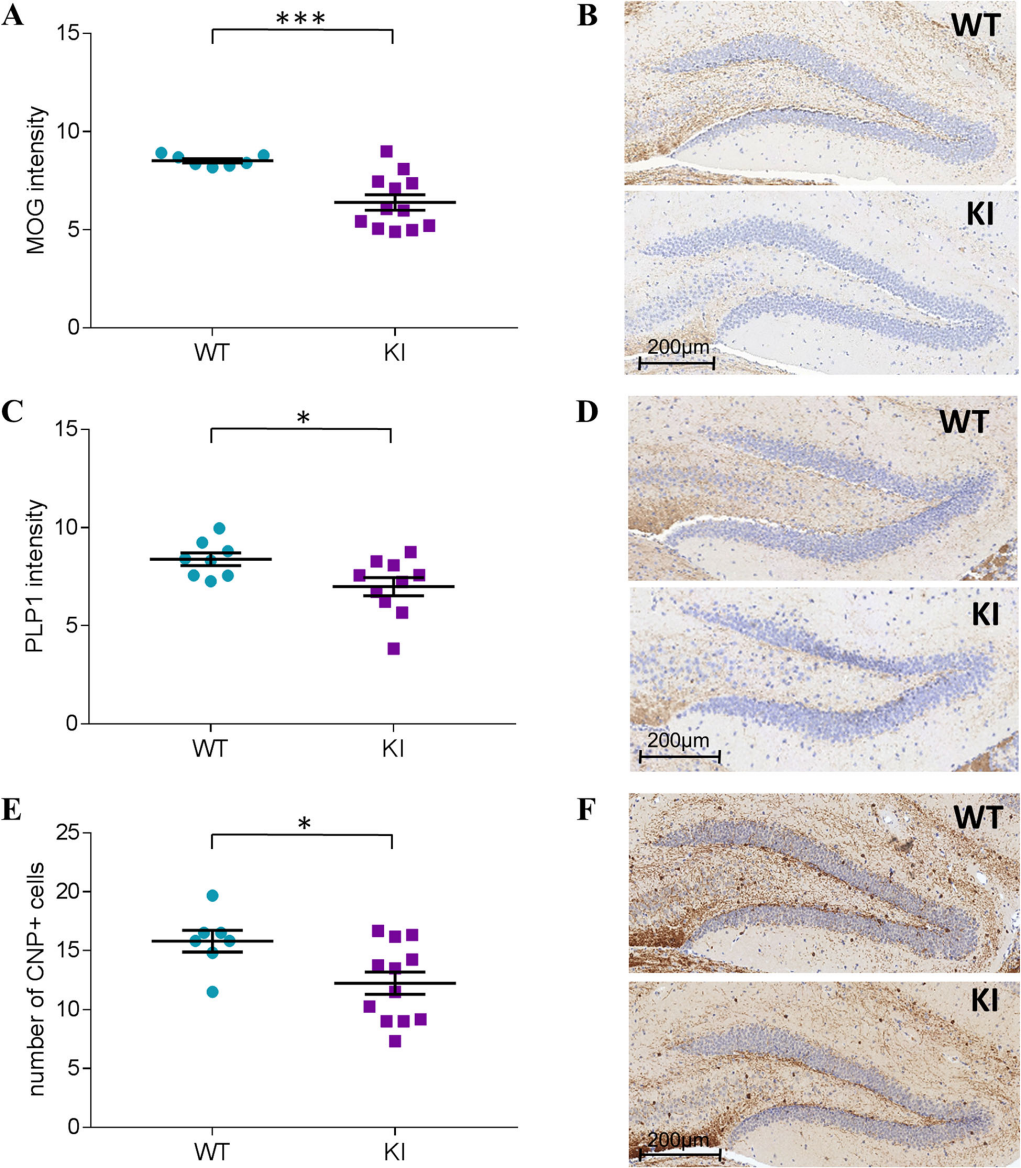
Immunohistochemical evaluation of myelin proteins in the hippocampus of HMBS-deficient mice. **a** Evaluation of MOG intensity and **b** microscopal image of MOG staining in KI and WT mice, **c** PLP1 intensity and **d** microscopal image of PLP1 staining in KI and WT mice. **e** Number of CNP+ cells and **f** microscopal image of CNP staining in KI and WT mice. All values are presented as mean ± SEM; *n* = 7–12 per genotype/3 sections per mouse. Statistical significances displayed are results of Student’s t-test. *p < 0.05, ***p < 0.001; HMBS, hydroxymethylbilane synthase; MOG, myelin oligodendrocyte glycoprotein; PLP1, myelin proteolipid protein 1; CNP, 2′,3′-Cyclic-nucleotide 3′-phosphodiesterase

### Altered mitochondrial activity in KI mice

Subsequent efforts explored mitochondrial dysfunction as a possible pathophysiologic link between HMBS-deficiency and its impact on affective behavior and myelination. ALA has been previously shown to detrimentally impact myelination in the peripheral nervous system, and this effect was proposed to result from mitochondrial respiratory chain defects and ensuing oxidative damage [50, 51].

We therefore determined the activity of the four mitochondrial respiratory chain complexes (CI-CIV) individually in mitochondria isolated from KI and WT hippocampal tissue using citrate synthase as a quantitative marker enzyme. No significant difference between genotypes for CI (NADH:ubiquinone oxidoreductase) and CII (succinate dehydrogenase) activities were found (Fig. 4a and b). However, for the heme containing complexes CIII (cytochrome c reductase) and CIV (cytochrome c oxidase) (Fig. 4c and d), a significant decrease of enzymatic activity (t(17) = 3.257, *p* < 0.01 and t(17) = 3.867, *p* < 0.01) in KI mice compared to WT littermates was revealed.

**Fig. 4:**
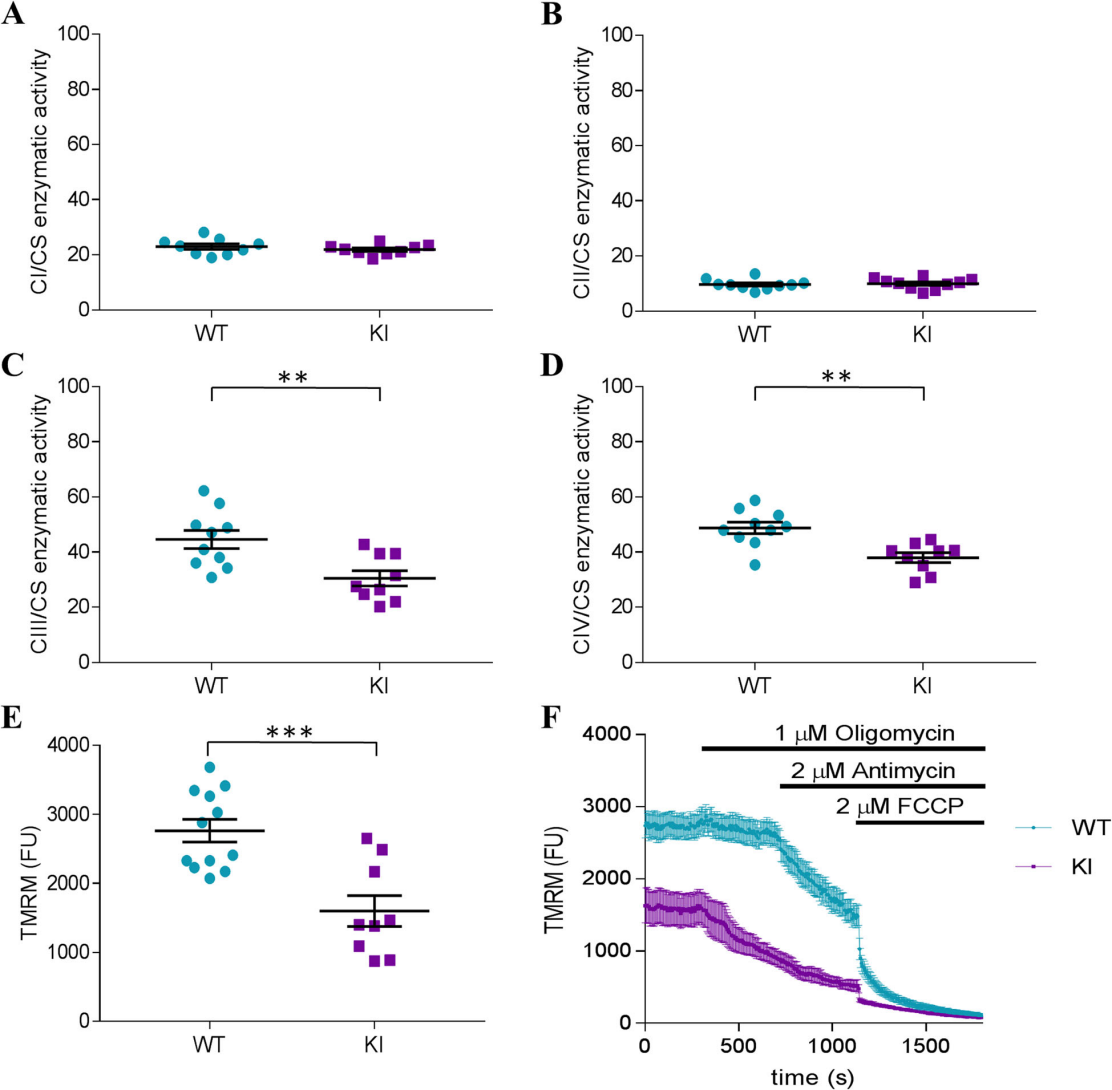
Mitochondrial activity and membrane potential in HMBS-deficient mice. Measurement of the relative enzymatic activity (ratio to citrate synthase as housekeeping enzyme) of the four respiratory chain complexes in the hippocampus in **a** CI, **b** CII, **c** CIII and **d** CIV; **a-d***n* = 9–10 per genotype. TMRM assay of **e** the basal TMRM fluorescence in cultured hippocampal neurons obtained from WT mice and KI mice. **f** Response of TMRM fluorescence to ATP synthase inhibitor Oligomycin, complex III inhibitor Antimycin A and protonophore FCCP in primary hippocampal neurons of KI and WT mice; **e-f***n* = 9–12 per genotype. All values are presented as mean ± SEM. Statistical significances displayed are results of Student’s t-test. **p < 0.01, ***p < 0.001; HMBS, hydroxymethylbilane synthase; CI-IV, mitochondrial complex I-IV, TMRM, tetramethyl rhodamine ethyl ester, FCCP, carbonyl cyanide-4-(trifluoromethoxy)phenylhydrazone

Reduced activity of these respiratory complexes may result in lower efficiency of mitochondrial respiration. Therefore, we measured mitochondrial membrane potential (Ψ_m_), which is directly controlled by the activity of respiratory chain complexes and the activity of mitochondrial ATP synthase, in-vitro using primary hippocampal neurons from KI and WT mice. Mitochondrial function is coupled to the state of polarization [52] and indeed our data demonstrate that mitochondria of KI neurons were less polarized (lower TMRM intensity) compared to those of WT neurons (Fig. 4e; t(19) = 4.29, *p* < 0.001). In the next step we examined ψm maintenance. Mitochondria with normal respiratory activity maintain the ψm by the proton pumping activity of the respiratory chain while ATP synthase couples a depolarizing proton influx to the ATP synthesis. However, in the case of reduced respiratory function, ATP synthase may reverse its mode of operation and pump protons out of the mitochondrial matrix, thus maintaining ψm at the expense of ATP. Incubation with the ATP-synthase inhibitor Oligomycin (1 μM) did not change the TMRM fluorescence in WT mitochondria, while the subsequent application of the complex III inhibitor Antimycin A (2 μM), led to the expected gradual decrease of TMRM fluorescence, indicating that in the mitochondria of WT neurons, Ψ_m_ is maintained by the activity of respiratory chain (Fig. 4f). In contrast, addition of Oligomycin resulted in a decrease of TMRM fluorescence in the mitochondria of KI neurons, while the subsequent addition of Antimycin A exerted only a modulatory effect on the ongoing depolarization. Protonophore FCCP (2 μM) was added to achieve a maximal depolarization at the end of the experiments in order to demonstrate that the measured fluorescence originated from mitochondria. See Additional file 3 for the confirmation of the localization of TMRM in mitochondria in original micrographs.

### Adult hippocampal cell proliferation and differentiation is impaired in KI mice

To further explore the consequences of disrupted mitochondrial energy metabolism on hippocampal function, we focused on its neurogenic and neuroplastic potentials, both of which have been also repeatedly linked to depression-like behavior.

BrdU administration in the proliferation and survival paradigms was used to investigate dentate gyrus neurogenesis (Fig. 5a). Quantification of BrdU+ cells, revealed a highly significant reduction in hippocampal progenitor cell proliferation in the KI mice compared to WT littermates (Fig. 5b-c; t(20) = 6.98, *p* < 0.001). However, the rate of survival of newborn cells was comparable among genotypes (Fig. 5d). Subsequent co-staining with astrocytic (GFAP) and neuronal (NeuN) markers for the evaluation of cell fate demonstrated no difference in the relative amount of cells differentiated into astrocytes (Fig. 5e), but a significant decrease (t(17.25) = 3.80, *p* < 0.01) in mature neurons among all BrdU+ cells in the KI mice was observed (Fig. 5f; NeuN+ cells co-labeled with BrdU).

**Fig. 5:**
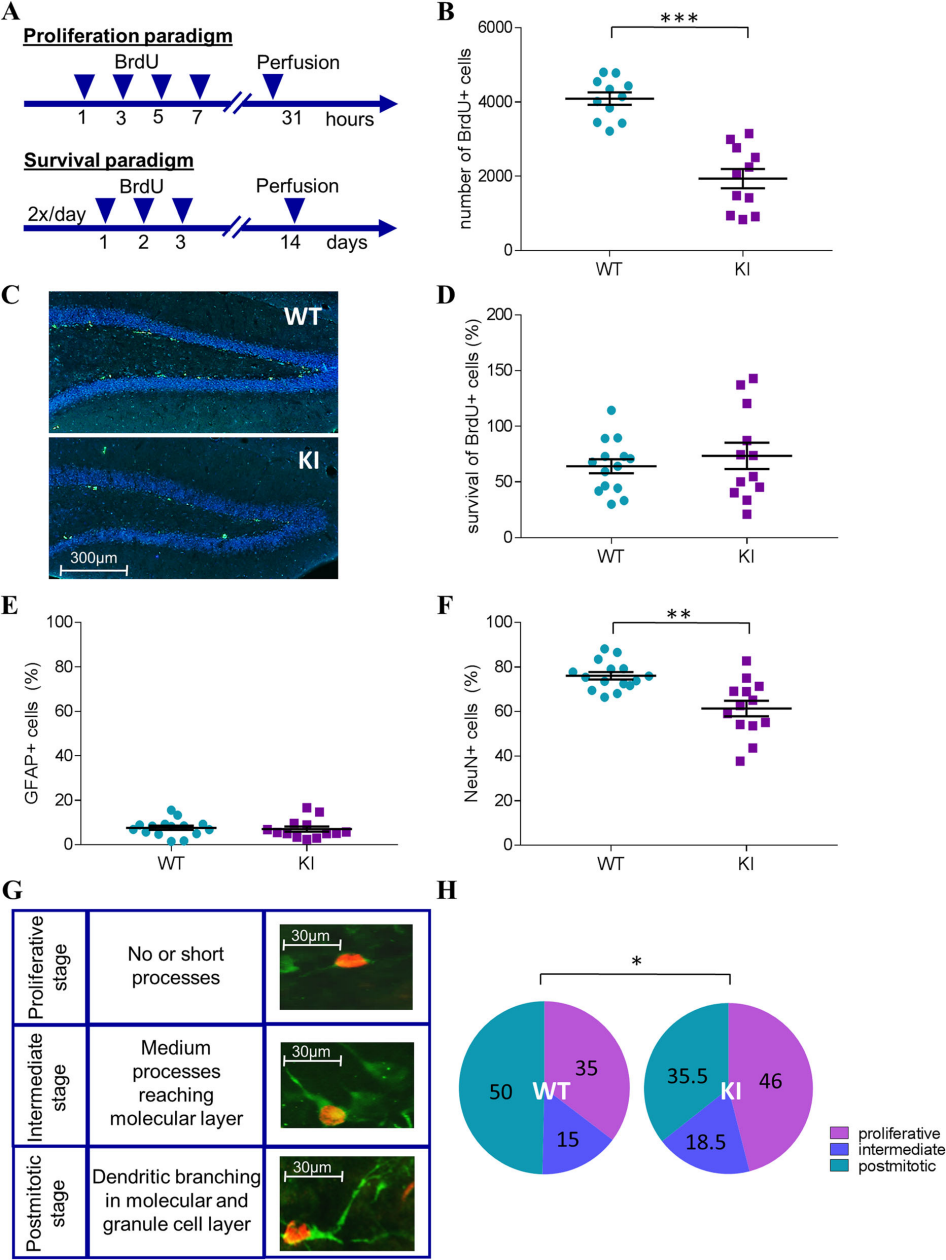
Analysis of adult hippocampal neurogenesis in HMBS-deficient mice. **a** BrdU injection schedules for the proliferation and survival paradigms. **b** Quantification of hippocampal progenitor cell proliferation (BrdU+ cell count) and **c** respective fluorescence microscope images in HMBS-deficient (KI) and wildtype (WT) mice (BrdU+ cells in green). **d** Survival of newborn (BrdU+) cells over a two-week period. **e** Relative differentiation rates of newborn (BrdU+ cells) cells into astrocytes (GFAP+ cells) and **f** mature neurons (NeuN+ cells). **g** Developmental stages of doublecortin stained DCX+ (green) BrdU+ (red) labeled cells according to defined morphological criteria (proliferative, intermediate and postmitotic). **h** Quantification (%) of BrdU+ cells in each developmental stage in KI and WT mice. All values are presented as mean ± SEM; *n* = 11–13 per genotype/3 sections per mouse. Statistical significances displayed are results of Student’s t-tests. ***p < 0.001, **p < 0.01, *p < 0.05; HMBS, hydroxymethylbilane synthase; BrdU, 5-bromo-2′-deoxyuridine; GFAP, glial fibrillary acidic protein; NeuN, neuronal nuclei; DCX, doublecortin

To gain deeper insight into the process of neuronal differentiation in adult-born cells, morphologically distinct stages of neural maturation [31] were examined using doublecortin (DCX) stainings in BrdU+ cells (Fig. 5g). Here, a selective deficit in the differentiation into fully mature, postmitotic neurons was detected in the KI mice, as indicated by a higher percentage of BrdU+ cells in the early proliferative (t(14.23) = 2.64, *p* < 0.05) and intermediate phases (t(25) = 2.25, *p* < 0.05) and a lesser percentage in the postmitotic stage (t(12.42) = 2.70, *p* < 0.05) than in WT littermates (Fig. 5h).

To further explore the consequences of disrupted mitochondrial energy metabolism on hippocampal function, we focused on its neurogenic and neuroplastic potentials, both of which have been also repeatedly linked to depression-like behavior.

### Aberrant synaptic plasticity parallels behavioral and neurogenic deficits in KI mice

We next interrogated hippocampal synaptic plasticity by assessing long-term potentiation as a form of activity-dependent enhancement of synaptic strength. We found that stimulation of the medial perforant path (Fig. 6a) resulted in a significantly blunted response (i.e., potentiation) in dentate gyrus to high frequency stimulation (HFS) in the KI mice compared to WT littermate controls (Fig. 6b and c; F(1,40) = 4.46, *p* < 0.05).

**Fig. 6:**
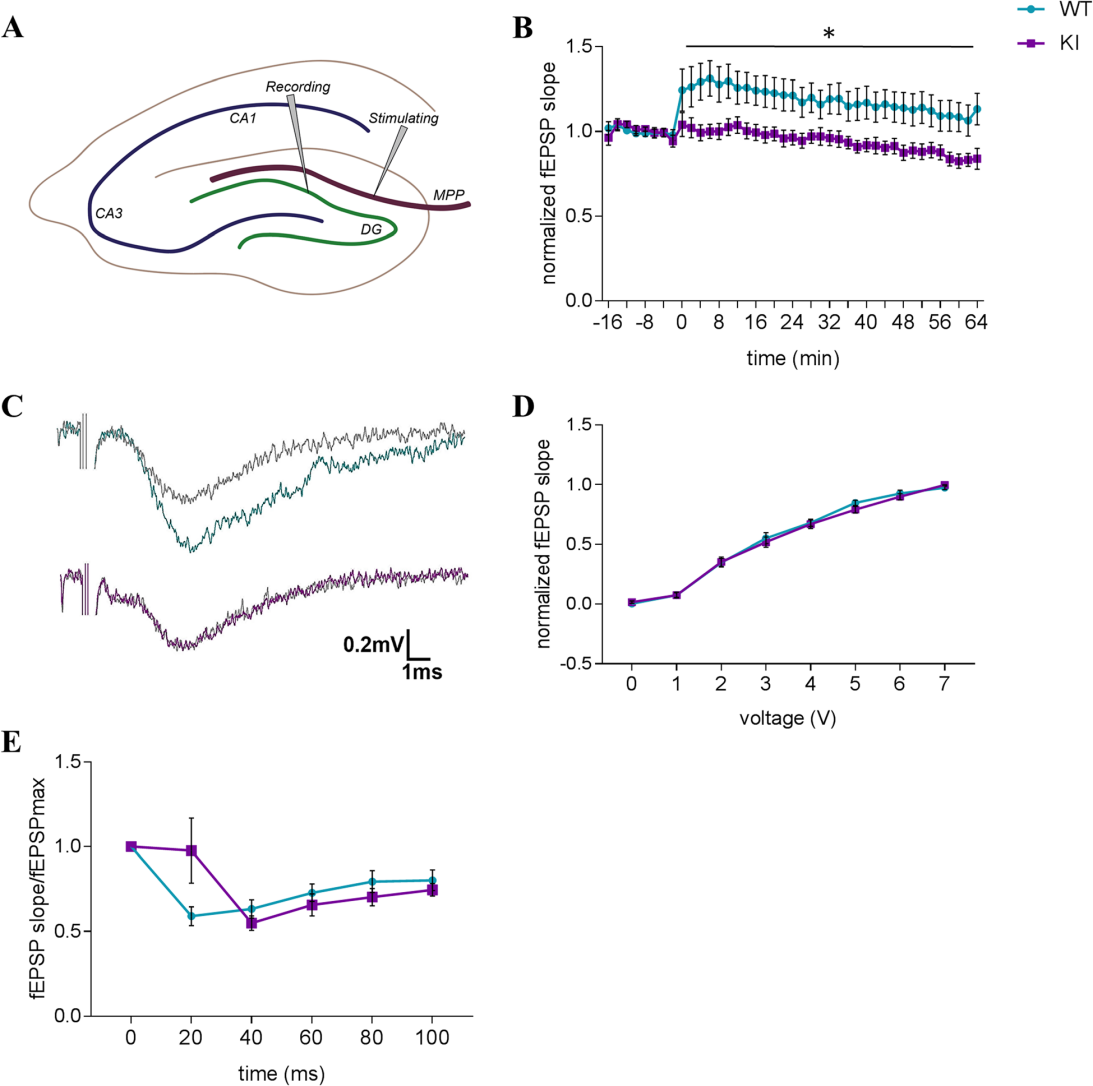
Electrophysiological evaluation of hippocampal dentate gyrus synaptic plasticity in HMBS-deficient mice. **a** Schematic depiction of the placement of the electrodes for LTP recordings. **b** LTP of fEPSP after high frequency stimulation and **c** representative traces in HMBS-deficient (KI) and WT mice. **d** Input-output recordings and **e** paired-pulse inhibition of fEPSP to maximum fEPSP. All values are presented as mean ± SEM; *n* = 8–12 per genotype. Statistical significances displayed reflect results of repeated measure mixed model ANOVA. *p < 0.05; HMBS, hydroxymethylbilane synthase; LTP, long-term potentiation; fEPSP, field excitatory postsynaptic potential, MPP, medial perforant path; DG, dentate gyrus

Basal synaptic function was intact in the KI hippocampus, as reflected in comparable slopes of input-output recordings between genotypes (Fig. 6d). We further found the alterations in synaptic plasticity in the KI mice to be primarily relevant for long-term synaptic plasticity, as no genotype effect was notable in paired-pulse inhibition recordings, representative of short-term plasticity events (Fig. 6e).

Using immunohistochemical stainings for standard markers for neuronal integrity (H&E, SMI-31 and SMI-32), gross neuropathohistological defects were excluded as non-specific biases of the electrophysiological and behavioral results (Additional file 4).

## Discussion

In a comprehensive characterization of the HD-AIP mouse model we revealed, for the first time, augmented depression-like behavior as a consequence of severe, constitutive HMBS deficiency. This phenotype was confirmed using three independent paradigms routinely employed for the evaluation of depression-like behavior in mice, excluding task-specific performance as artifacts and highlighting the validity of the findings. Importantly, augmented immobility in the TST was reduced by acute administration of Escitalopram, suggesting SSRI treatment as possible therapeutic strategy for AIP patients suffering from affective symptomatology. Along these lines it will be interesting to explore in future studies whether and how the behavioral consequences of severe HMBS deficiency interact with the effects of acute or chronic stress exposure and the related sensitivity to pharmacotherapy.

As previous study revealed motor deficits of the KI mice [13], a possible bias as a result of hypolocomotion was ruled out by 24 h continuous activity monitoring. Considering that psychiatric manifestations are often associated with dysregulation of circadian rhythms [53] it is noteworthy that the circadian rhythmicity of daily activity was preserved in KI mice.

Interestingly, despite the robust augmentation of depression-like behavior in the KI mice, no effect on anxiety-like behavior was observed. One can speculate that the brain regions more relevant to the neural circuitry of depression than of anxiety are specifically vulnerable to the pathophysiological sequelae of accumulation of ALA and PBG. This consideration led us to focus our subsequent interrogation on the hippocampus, due to its relevance for the pathophysiology of depression [46–48]. However, we cannot exclude that other brain regions may also be affected/ involved. We employed RNA-Seq analysis as hypothesis-free approach to explore the molecular consequences of severe HMBS-deficiency in the KI hippocampus. Bioinformatic workup of differentially expressed transcripts revealed impaired myelination and oligodendrocyte development emerged as relevant biological theme. When we specifically analyzed differential gene expression in KI mice, genes that have been previously linked to myelination deficits and depression-like states, MOG, PLP1 (myelin markers) and CNP (oligodendrocytic marker) were implicated as molecular players. Subsequent immunohistochemical analyses corroborated these findings at the protein level, further supporting the role of defective myelination as a potential pathogenic mechanism in the behavioral, neurogenic and plasticity defects in KI mice. Indeed, evidence from previous animal studies, post-mortem human studies, as well as genetic and neuroimaging experiments indicate an association between major depressive disorder (MDD) and changes in brain myelin content [54]. Interestingly, patients with neurological disorders of the white matter, like multiple sclerosis (MS) often show psychiatric symptoms, including depression, and display comparable dysregulation in gene expression [55, 56]. In line with our observations, myelin deficits have been revealed in the seminal characterization of the (HD-AIP) KI mice [13] and have also been reported in AIP patients [57]. However, the mechanism by which HMBS deficiency may alter CNS myelination has remained elusive to date.

Disturbed mitochondrial energy production is frequently observed in congenital diseases and often related to neurological and psychiatric symptoms [58, 59]. Taking into consideration that half of the heme biosynthetic pathway is processed in the mitochondria and that disturbed heme metabolism causes mitochondrial defects [50, 51], a possible direct link between AIP and mitochondrial dysfunction is plausible. Indeed, impairments of mitochondrial energy metabolism in the liver, muscle and brain have also been demonstrated in the T1/T2 mouse model following phenobarbital administration [50, 51]. We tested the impact of HMBS deficiency on mitochondrial function in the KI mouse model, selectively focusing on the hippocampus. While enzymes of the mitochondrial complexes CI and CII had comparable activity among genotypes, there was a significant decrease of enzymatic activity in complexes CIII and CIV in the KI mice compared to controls. Involvement of heme in the function of CII has been proposed, however its role is unclear to date. For CIII and CIV, the relevance of heme for electron transport and reduction of molecular oxygen, respectively, have been delineated in detail (for review see [60]). Hence, reduced heme availability in HMBS-deficient mice is likely to cause a selective impact on CIII and CIV activity.

The reduction in the enzymatic activity of the respiratory chain in hippocampal tissue was strengthened by the result of decreased mitochondrial membrane potential in primary hippocampal KI neurons. These results further indicate that the KI mitochondria were characterized by insufficient respiratory activity and maintained their membrane potential by reverse ATP synthase, resulting in ATP consumption rather than production. The reversal potential of ATP synthase activity is typically only a few mV below the resting mitochondrial membrane potential. Thus, even a mild decrease of mitochondrial membrane potential may be sufficient to reverse the action of ATP synthase [61].

To determine the consequences of disrupted mitochondrial energy metabolism on hippocampal function, we analyzed dentate gyrus neurogenesis and synaptic plasticity. Neurogenic aberrations have been reported in a variety of different animal models of depression [46–48, 62]. Proliferating and newly born cells are more susceptible to the lack of energy supply resulting from impaired mitochondrial function (for review see [63]). Along these lines we here found an impact of HMBS-deficiency specifically on dividing progenitor cells but not on postmitotic neurons or other cell types, as no gross histopathological alterations were observed in the KI hippocampus. Mechanisms of synaptic plasticity, including LTP, are also critically dependent on mitochondrial function (for review see [64]) and are deranged in several animal models of depression [65, 66]. Indeed, we here observed impaired activity-dependent synaptic strengthening in the KI dentate gyrus, which may be caused by mitochondrial dysfunction.

Aberrant mitochondrial function is increasingly recognized as an important element in the pathophysiological mechanisms of depression (for review see [59]) and physiological mitochondrial activity is pivotal for oligodendrocyte function and myelin production [67, 68]. These considerations close the loop to the affective and myelination deficits in KI mice and collectively suggest compromised mitochondrial function as pathogenetic mechanism contributing to the behavioral and neuropathological manifestations in the HMBS-deficient mouse model of HD-AIP (Fig. 7).

**Fig. 7:**
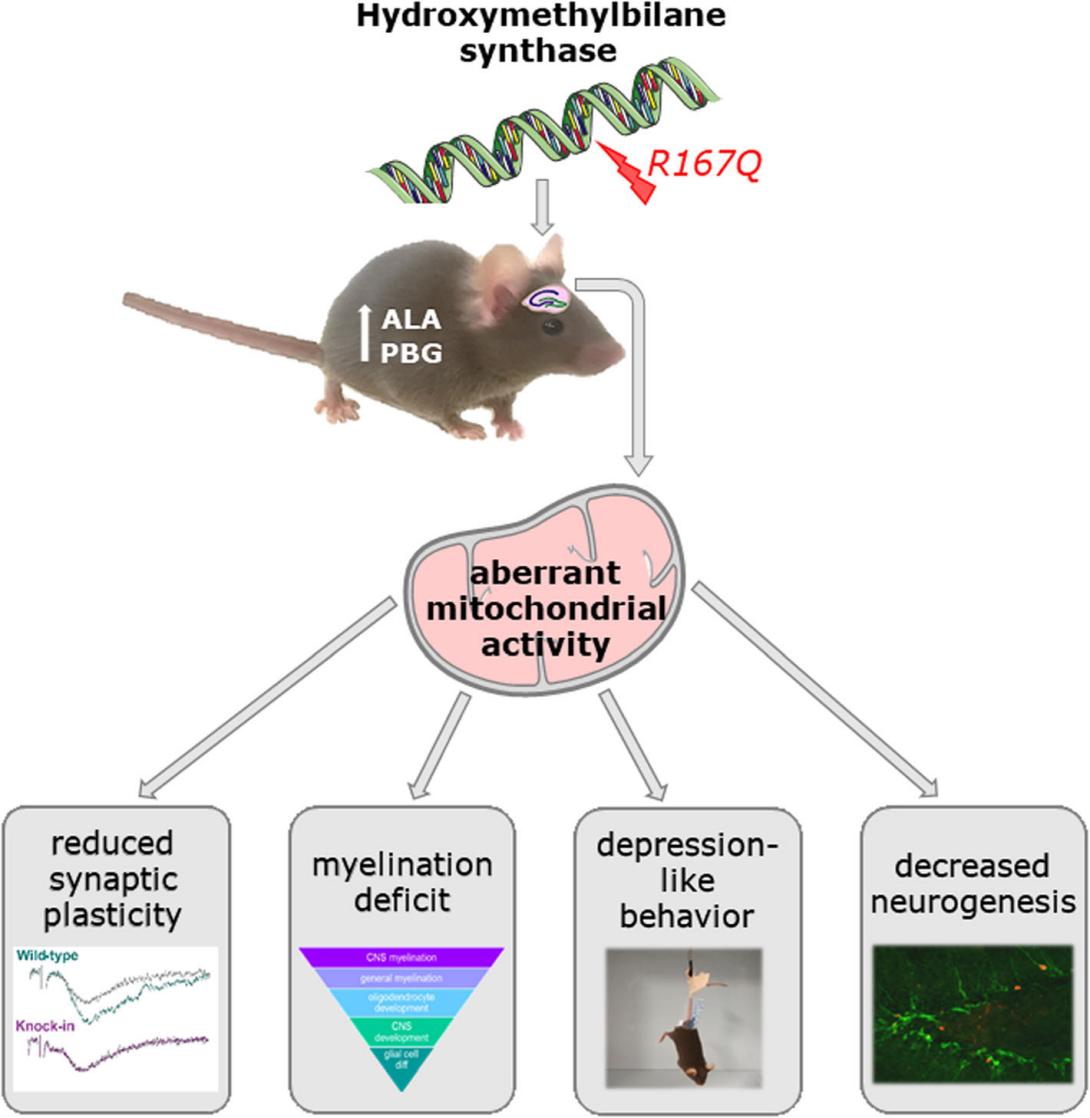
Model for the pathomechanisms involved in augmented depression-like behavior in HMBS-deficient mice. Aberrant mitochondrial activity is proposed as central pathological feature impacting on neurogenic and neuroplastic potential, as well as on myelination in the KI hippocampus, all of which may collectively contributed to enhanced depression-like behavior in HMBS-deficient mice

Thus, while HD-AIP and AIP are distinct metabolic disorders, our KI mice and phenobarbital-induced T1/T2 mice both display significant mitochondrial energetic defects in their CNS tissues. By extension, we propose that defective mitochondrial function may also contribute to the neuropsychiatric abnormalities that heterozygous AIP patients experience during acute attacks and should be considered for future development of preventive and therapeutic strategies for the clinical management of the disease.

## Conclusion

This study for the first time reveals the behavioral consequences of severe HMBS deficiency in a mouse model of homozygous-dominant AIP and proposes mitochondrial dysfunction as relevant pathophysiological mechanism.

## Supplementary information

**Additional file 1: Table S1.** Description of samples. Samples sizes (with sex and genotype) are reported according to experimental procedure.

**Additional file 2: Table S2.** 228 differentially expressed transcripts were downregulated in HMBS-deficient mice. Columns are as follows: Gene short-name, locus, sample 1+2, value 1+2 (mean reads RPKM), fold change, *p*-value, *q*-value. **Table S3.** 92 differentially expressed transcripts were upregulated in HMBS-deficient mice. Columns are as follows: Gene short-name, locus, sample 1+2, value 1+2 (mean reads RPKM), fold change, *p*-value, *q*-value.

**Additional file 3: Figure S1.** Basal TMRM fluorescence in cultured hippocampal neurons and pharmacological intervention with ATP synthase inhibitor (Oligomycin), complex III inhibitor (Antimycin A) and protonophore FCCP in KI and WT mice; *n* = 5–9 cells per genotype. TMRM, tetramethyl rhodamine ethyl ester, FCCP, carbonyl cyanide-4-(trifluoromethoxy)phenylhydrazone.

**Additional file 4: Figure S2.** Neuropathohistological evaluation of hippocampal coronal sections stained with hematoxylin-eosin (H&E), SMI-31 (phosphorylated epitope in neurofilament) and SMI-32 (non-phosphorylated epitope in neurofilament) of HMBS-deficient (KI) and wildtype (WT) mice; *n* = 8–12 per genotype.

## Data Availability

The datasets used and analyzed during the current study are available from the corresponding author on reasonable request and raw data of differentially expressed genes are available at www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE146212.

## Abbreviations

AIP: Acute Intermittent Porphyria
ALA: Aminolevulinc acid
ATP: Adenosinetriphosphat
CI-V: Complex I-V
CNP: 2′,3′-Cyclic-nucleotide 3′-phosphodiesterase
DAB: 3,3′-diaminobenzidine
DCX: Doublecortin
DG: Dentate gyrus
EPM: Elevated plus maze
FCCP: Carbonyl cyanide-p-trifluoromethoxyphenylhydrazone
FDR: False discovery rate
GFAP: Glial fibrillary acidic protein
HD: Homozygous dominant
HE: Hematoxylin-eosin
HMBS: Hydroxymethylbilane synthase
KI: Knock in
LD: Light dark
LTP: Long-term potentiation
MDD: Major depressive disorder
MOG: Myelin oligodendrocytic protein
MOM: Mouse on mouse
MPP: Medial perforant path
MS: Multiple sclerosis
NADH: Nicotinamide adenine dinucleotide hydrogen
NSF: Novelty suppressed feeding
PBG: Phorphobilinogen
PCR: Polymerase chain reaction
PFA: Paraformaldehyd
PLP: Proteolipid protein
PPI: Paired pulse inhibition
RL: Radioligand
RNA: Ribonucleic acid
SEM: Standard error of mean
SPT: Sucrose preference test
TMRM: Tetramethyl-rhodamine-methyl-ester
TST: Tail suspension test
WT: Wildtype

# Supplementary material for: Severe hydroxymethylbilane synthase deficiency causes depression-like behavior and mitochondrial dysfunction in a mouse model of homozygous dominant acute intermittent porphyria
**Source:** Acta Neuropathol Commun. 2020 Mar 20;8:38. doi: 10.1186/s40478-020-00910-z
**Supplement:** Supplementary file 1 — Additional file 1: Table S1. Description of samples. Samples sizes (with sex and genotype) are reported according to experimental procedure.

Supplementary Table-1.

Experiment	Figure	Sample size					
		WT (control)			KI (HMBS-deficient)		
		sex	genotype	condition	sex	genotype	condition
**Phenotyper**	1A-B	6	12	in vivo	6	12	in vivo
**SPT**	1C	11-12	23	in vivo	15-19	34	in vivo
**NSF**	1D	11-12	23	in vivo	15-19	34	in vivo
**TST**	1F	6-9	15	in vivo	13-14	27	in vivo
**LD**	1G	11-12	23	in vivo	15-19	34	in vivo
**EPM**	1H	11-12	23	in vivo	15-19	34	in vivo
**RNAseq**	2A-B	6 males	6	hippocampus	6 males	6	hippocampus
**Myelin IHC**	3A-F	4-6	10	sections	6	12	sections
**Mitochondria enzyme activity**	4A-D	4-6	10	hippocampus	4-6	10	hippocampus
**Mitochondrial membrane potential**	4E-F		12	cells		9	cells
**Neurogenesis**	5A-H	6	12	sections	6	12	sections
**Electrophysiology**	6A-E	6-7	13	hippocampus	4	8	hippocampus

Supplementary Table-1. Description of samples. Samples sizes (with sex and genotype) are reported according to experimental procedure.

# Supplementary material for: Severe hydroxymethylbilane synthase deficiency causes depression-like behavior and mitochondrial dysfunction in a mouse model of homozygous dominant acute intermittent porphyria
**Source:** Acta Neuropathol Commun. 2020 Mar 20;8:38. doi: 10.1186/s40478-020-00910-z
**Supplement:** Supplementary file 2 — Additional file 2: Table S2. 228 differentially expressed transcripts were downregulated in HMBS-deficient mice. Columns are as follows: Gene short-name, locus, sample 1+2, value 1+2 (mean reads RPKM), fold change, p-value, q-value. Table S3. 92 differentially expressed transcripts were upregulated in HMBS-deficient mice. Columns are as follows: Gene short-name, locus, sample 1+2, value 1+2 (mean reads RPKM), fold change, p-value, q-value.

**Supplementary Table-2.**

|               |                           |    |    |        |        |        |          |        |
|---------------|---------------------------|----|----|--------|--------|--------|----------|--------|
| Tspan2        | chr3:102720230-102772292  | WT | KI | 51,78  | 38,75  | 0,7483 | 0,00055  | 0,0335 |
| Lpar1         | chr4:58435254-58553628    | WT | KI | 12,12  | 9,69   | 0,7990 | 0,00055  | 0,0335 |
| Nrbp2         | chr15:76085594-76090013   | WT | KI | 75,29  | 62,32  | 0,8278 | 0,00055  | 0,0335 |
| Cntn2         | chr1:132511781-132542939  | WT | KI | 27,47  | 22,86  | 0,8322 | 0,00055  | 0,0335 |
| Msh5          | chr17:35028604-35046726   | WT | KI | 0,23   | 0,45   | 1,9266 | 0,00055  | 0,0335 |
| Stoml3        | chr3:53488726-53508502    | WT | KI | 0,78   | 0,41   | 0,5351 | 6,00E-04 | 0,0363 |
| Krt2          | chr15:101810688-101818169 | WT | KI | 1,82   | 2,59   | 1,4228 | 6,00E-04 | 0,0363 |
| Sema4g        | chr19:44989100-45003397   | WT | KI | 9,96   | 8,17   | 0,8206 | 0,00065  | 0,0389 |
| Ptpn4         | chr1:119652466-119837613  | WT | KI | 11,08  | 9,23   | 0,8329 | 0,00065  | 0,0389 |
| Fam216b       | chr14:78070716-78090786   | WT | KI | 1,09   | 0,64   | 0,5892 | 7,00E-04 | 0,0407 |
| Nhlh2         | chr3:102010075-102015492  | WT | KI | 1,54   | 1,00   | 0,6503 | 7,00E-04 | 0,0407 |
| Igsf1         | chrX:49782535-49797749    | WT | KI | 5,90   | 4,30   | 0,7295 | 7,00E-04 | 0,0407 |
| Col27a1       | chr4:63215434-63334991    | WT | KI | 2,35   | 1,80   | 0,7684 | 7,00E-04 | 0,0407 |
| Tmem88b       | chr4:155781590-155785874  | WT | KI | 26,12  | 21,78  | 0,8339 | 7,00E-04 | 0,0407 |
| 1810041L15Rik | chr15:84379202-84447097   | WT | KI | 18,51  | 15,53  | 0,8393 | 7,00E-04 | 0,0407 |
| Defb1         | chr8:21776598-21795185    | WT | KI | 0,70   | 0,10   | 0,1482 | 0,00075  | 0,0425 |
| Gm44593       | chrX:110634585-110812324  | WT | KI | 0,96   | 0,48   | 0,4949 | 0,00075  | 0,0425 |
| Igf1          | chr4:45809467-45826923    | WT | KI | 1,87   | 1,28   | 0,6832 | 0,00075  | 0,0425 |
| Gdpd5         | chr7:99381413-99461877    | WT | KI | 8,82   | 6,97   | 0,7900 | 0,00075  | 0,0425 |
| Adarb1        | chr10:77290725-77418270   | WT | KI | 43,58  | 36,40  | 0,8353 | 0,00075  | 0,0425 |
| Ccdc40        | chr11:119228571-119265212 | WT | KI | 0,86   | 0,56   | 0,6560 | 8,00E-04 | 0,0447 |
| Hbb-bs        | chr7:103826533-103827928  | WT | KI | 242,12 | 194,01 | 0,8013 | 8,00E-04 | 0,0447 |
| Slc16a12      | chr19:34668402-34747289   | WT | KI | 0,45   | 0,71   | 1,5856 | 8,00E-04 | 0,0447 |
| Scube2        | chr7:109798675-109865679  | WT | KI | 0,74   | 0,47   | 0,6345 | 0,00085  | 0,0466 |
| Ppp1r32       | chr19:10474256-10482897   | WT | KI | 1,98   | 1,29   | 0,6487 | 0,00085  | 0,0466 |
| Rgs3          | chr4:62559846-62703018    | WT | KI | 7,15   | 5,51   | 0,7703 | 0,00085  | 0,0466 |
| Aspa          | chr11:73304991-73329596   | WT | KI | 13,84  | 10,82  | 0,7820 | 0,00085  | 0,0466 |
| Tmem125       | chr4:118540940-118543728  | WT | KI | 6,04   | 4,45   | 0,7372 | 9,00E-04 | 0,0484 |
| Fmo1          | chr1:162829560-162866610  | WT | KI | 7,69   | 5,71   | 0,7426 | 9,00E-04 | 0,0484 |
| Cacna2d2      | chr9:107399611-107529343  | WT | KI | 7,24   | 5,94   | 0,8203 | 9,00E-04 | 0,0484 |
| Erbin         | chr13:103818786-103920514 | WT | KI | 18,34  | 15,32  | 0,8353 | 9,00E-04 | 0,0484 |

**Supplementary Table-2.** 228 differentially expressed transcripts were downregulated in HMBS-deficient mice. 

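The table gives for each transcript the mean of the 6 libraries per group, the fold between them and the p-value and q-value of Cuffdiff. The values are headed RPKM, and they equal the FPKM means of the authors' deposited table once the 2 group names are exchanged. For Tcf7l2 the paper's means are 13.08 under WT and 5.36 under KI, while the authors' deposited table holds 13.08 under KI and 5.36 under WT. The per-mouse estimates, which carry labels of their own, were 11.7 ± 7.71 FPKM (SD, n = 6) for the libraries labelled KI and 4.82 ± 4.60 for those labelled WT. The immunohistochemistry of the paper found less MOG and PLP1 staining and fewer CNP+ cells in KI mice, which runs the same way as the names in the table and does not settle the labels of the libraries.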

Columns are as follows: Gene short-name, locus, sample 1+2, value 1+2 (mean reads RPKM), fold change, p-value, q-value

**Supplementary Table-3.**

|                     |                           |    |    |        |        |         |          |        |
|---------------------|---------------------------|----|----|--------|--------|---------|----------|--------|
| Mir1946b            | chr9:21613443-21613576    | WT | KI | 9,82   | 0,00   | #NAME?  | 5,00E-05 | 0,0042 |
| Junb                | chr8:84976909-84978718    | WT | KI | 33,73  | 42,64  | 1,2641  | 1,00E-04 | 0,0079 |
| Cab39l              | chr14:59440980-59548903   | WT | KI | 8,84   | 11,37  | 1,2862  | 1,00E-04 | 0,0079 |
| Ldlr                | chr9:21723482-21749919    | WT | KI | 4,84   | 6,27   | 1,2972  | 1,00E-04 | 0,0079 |
| Spint2              | chr7:29256340-29281912    | WT | KI | 12,78  | 17,76  | 1,3898  | 1,00E-04 | 0,0079 |
| Pttg1               | chr11:43420249-43426251   | WT | KI | 8,74   | 13,69  | 1,5663  | 1,00E-04 | 0,0079 |
| Bglap3              | chr3:88368615-88372743    | WT | KI | 0,28   | 0,71   | 2,5381  | 1,00E-04 | 0,0079 |
| Vip                 | chr10:5639217-5647617     | WT | KI | 10,01  | 13,37  | 1,3353  | 0,00015  | 0,0110 |
| AY036118            | chr17:39846957-39848827   | WT | KI | 135,46 | 168,87 | 1,2467  | 0,00025  | 0,0173 |
| Fap                 | chr2:62500942-62574075    | WT | KI | 0,25   | 0,51   | 2,0595  | 4,00E-04 | 0,0258 |
| Gm27762,St7         | chr6:17693936-17943025    | WT | KI | 12,78  | 16,47  | 1,2887  | 0,00045  | 0,0285 |
| RP24-329C11.8,Rnf26 | chr9:44066326-44121960    | WT | KI | 3,64   | 7,52   | 2,0639  | 0,00045  | 0,0285 |
| Pla2g5              | chr4:138799243-138863482  | WT | KI | 0,52   | 1,23   | 2,3710  | 0,00045  | 0,0285 |
| Col5a1              | chr2:27882924-28039514    | WT | KI | 1,68   | 2,18   | 1,3013  | 5,00E-04 | 0,0311 |
| Crhbp               | chr13:95431370-95444831   | WT | KI | 8,74   | 11,44  | 1,3090  | 5,00E-04 | 0,0311 |
| Nlrx1               | chr9:44252716-44268599    | WT | KI | 1,70   | 2,48   | 1,4581  | 5,00E-04 | 0,0311 |
| Crhr1               | chr11:104132854-104175523 | WT | KI | 4,26   | 5,71   | 1,3386  | 0,00065  | 0,0389 |
| Rprm                | chr2:54084092-54085552    | WT | KI | 16,98  | 21,58  | 1,2711  | 7,00E-04 | 0,0407 |
| Cd27,Mir8113        | chr6:125215550-125241249  | WT | KI | 0,07   | 0,99   | 14,4083 | 7,00E-04 | 0,0407 |
| Satb2               | chr1:56793980-57050084    | WT | KI | 2,45   | 3,25   | 1,3244  | 0,00075  | 0,0425 |
| Pon3                | chr6:5220851-5256286      | WT | KI | 0,84   | 1,37   | 1,6211  | 0,00075  | 0,0425 |
| RP24-175C20.19      | chr9:44468476-44483803    | WT | KI | 1,63   | 2,94   | 1,7976  | 0,00075  | 0,0425 |
| Fam180a             | chr6:35312667-35326141    | WT | KI | 0,19   | 0,42   | 2,2665  | 8,00E-04 | 0,0447 |
| Kcnh3               | chr15:99224975-99242817   | WT | KI | 27,25  | 32,61  | 1,1968  | 0,00085  | 0,0466 |
| Cckbr               | chr7:105425730-105470898  | WT | KI | 3,20   | 4,32   | 1,3494  | 0,00085  | 0,0466 |
| Lamp5               | chr2:136057926-136069917  | WT | KI | 12,32  | 15,28  | 1,2400  | 9,00E-04 | 0,0484 |
| Fzd4                | chr7:89404354-89413134    | WT | KI | 2,14   | 2,74   | 1,2847  | 9,00E-04 | 0,0484 |

**Supplementary Table-3.** 92 differentially expressed transcripts were upregulated in HMBS-deficient mice. 

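For Ttr the paper's means are 318.33 under WT and 1317.99 under KI. In the per-mouse estimates the libraries labelled KI ranged from 25.5 to 1166 FPKM and those labelled WT from 9.91 to 4117 (exact permutation p = 0.253), so the ranges overlapped.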

Columns are as follows: Gene short-name, locus, sample 1+2, value 1+2 (mean reads RPKM), fold change, p-value, q-value

# Supplementary material for: Severe hydroxymethylbilane synthase deficiency causes depression-like behavior and mitochondrial dysfunction in a mouse model of homozygous dominant acute intermittent porphyria
**Source:** Acta Neuropathol Commun. 2020 Mar 20;8:38. doi: 10.1186/s40478-020-00910-z
**Supplement:** Supplementary file 3 — Additional file 3: Figure S1. Basal TMRM fluorescence in cultured hippocampal neurons and pharmacological intervention with ATP synthase inhibitor (Oligomycin), complex III inhibitor (Antimycin A) and protonophore FCCP in KI and WT mice; n = 5–9 cells per genotype. TMRM, tetramethyl rhodamine ethyl ester, FCCP, carbonyl cyanide-4-(trifluoromethoxy)phenylhydrazone.

Supplementary Figure-1.

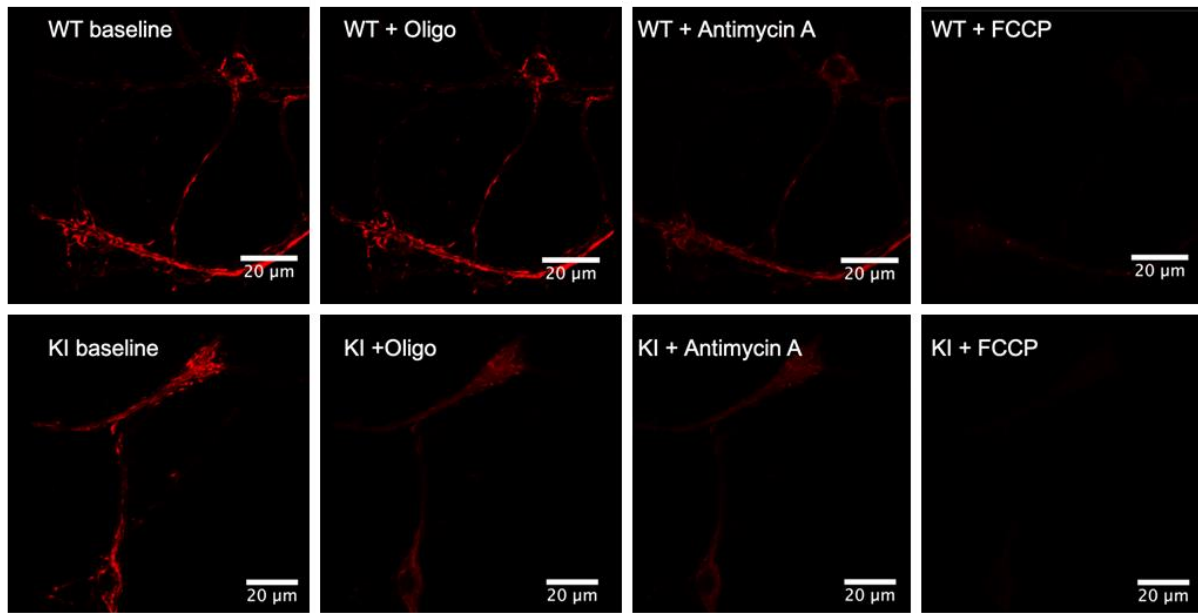

Supplementary Figure-1. Basal TMRM fluorescence in cultured hippocampal neurons and pharmacological intervention with ATP synthase inhibitor (Oligomycin), complex III inhibitor (Antimycin A) and protonophore FCCP in KI and WT mice; n=5-9 cells per genotype. TMRM, tetramethyl rhodamine ethyl ester, FCCP, carbonyl cyanide-4-(trifluoromethoxy)phenylhydrazone

# Supplementary material for: Severe hydroxymethylbilane synthase deficiency causes depression-like behavior and mitochondrial dysfunction in a mouse model of homozygous dominant acute intermittent porphyria
**Source:** Acta Neuropathol Commun. 2020 Mar 20;8:38. doi: 10.1186/s40478-020-00910-z
**Supplement:** Supplementary file 4 — Additional file 4: Figure S2. Neuropathohistological evaluation of hippocampal coronal sections stained with hematoxylin-eosin (H&E), SMI-31 (phosphorylated epitope in neurofilament) and SMI-32 (non-phosphorylated epitope in neurofilament) of HMBS-deficient (KI) and wildtype (WT) mice; n = 8–12 per genotype.

**Supplementary Figure-2.**

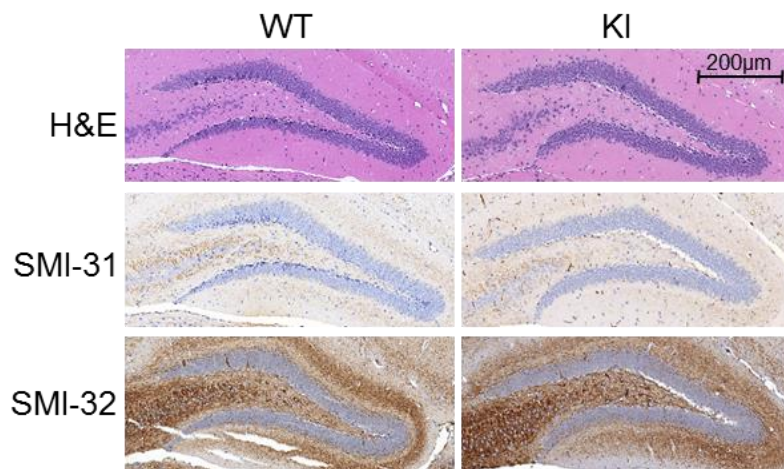

**Supplementary Figure-2.** Neuropathohistological evaluation of hippocampal coronal sections stained with hematoxylin-eosin (H&E), SMI-31 (phosphorylated epitope in neurofilament) and SMI-32 (non-phosphorylated epitope in neurofilament) of HMBS-deficient (KI) and wildtype (WT) mice; n=8-12 per genotype.

How the deposited data were processed for this re-analysis (not part of the article)

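RNA of dissected hippocampi of 6 male KI and 6 male WT mice aged 8 to 12 weeks was measured by RNA-Seq, with 1 library per mouse. The sample labels name a background of Sv129 x C57BL/6 for all 12 mice. The authors aligned single-end reads to mm10, which is based on GRCm38, with TopHat2 2.1.1, estimated FPKM with Cufflinks 2.1.1 and tested differences with Cuffdiff, whose version is not given in the sources used here. The sample labels also name Bowtie2 among the tools. The deposited values in FPKM come in 2 forms, a file for each mouse normalized on its own, and a joint table of 48424 rows with 6 numbered columns per group. The authors' comparison table holds the group means, the log2 fold change, the p-value and the q-value of Cuffdiff as deposited, together with a status, which was OK for 17226 rows, HIDATA (too many fragments to estimate) for 15 and NOTEST for 31183. It was used as the authors' result and for 1 of the alternatives.

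Groups were taken from the sample labels. The joint table numbers its columns without naming mice, so columns and mice were compared as groups only. Because the group means in Tables S2 and S3 match the authors' deposited table only with the names exchanged, directions are given by the deposited labels throughout. No 2 libraries held identical values among 66 pairs, and over 7460 genes with a mean of at least 10 FPKM the median absolute log2 difference between libraries was 0.072 to 0.25 within groups and 0.087 to 0.29 between them.

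The files hold no counts. Fragment numbers implied by the confidence limits of the per-mouse values, read as 2 Poisson standard deviations, came out whole (within 0.02) for only 39.5% to 46.8% of the low values, so no reads were recovered and no count model was run. Values of genes with low FPKM carry the largest counting error.

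Genes with a mean of at least 0.5 FPKM over the 12 libraries, 17095 in number, were tested with limma 3.58.1 in R 4.3.3 on log2(FPKM + 0.1), with an intensity trend, 6 against 6 libraries, no covariate and Benjamini-Hochberg adjustment at 0.05. Single genes were also tested with a 2-sided exact permutation test of FPKM. The paper compares KI mice with sex- and age-matched WT littermates, and the sources used here tie no mouse to a litter and give no batch or date. From the per-mouse files 23 genes were left out. The fit was tested on simulated data for this comparison, with 16471 genes: of 50 genes each changed by 1.3-fold, 1.5-fold, 2-fold and 3-fold it recovered 40%, 58%, 80% and 92%. In a separate simulated set without any changed gene it called 0 genes. False calls beside the changed genes were not counted. The simulated genes varied independently of each other, so calls that arise from correlated genes were not covered.

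The choices of test, filter, pseudocount, gene lists and named genes were fixed before the data were examined, but Tables S2 and S3 had been seen by then. The named genes are every gene the paper names for this tissue or assay (Hmbs, Alas1, Mog, Cnp, Plp1, Gfap, Rbfox3, Dcx and Nefh), up to 12 higher and 12 lower genes with the largest change among those past the threshold whose groups do not overlap (leaving out joined rows and predicted genes), up to 4 members of each list (those past the threshold, then those with the highest mean FPKM), and up to 10 called genes within 10 Mb of Hmbs. Members of a list that passed adjusted over the list alone are named too, as chosen after their values were seen, and so are Tcf7l2, Rnf26 and Ddx6. The 32 lists hold markers of brain cell types and regions, pathways of heme, cholesterol, stress and energy metabolism, and terms of Fig. 2a. Each was tested with camera at a preset correlation of 0.01, with Benjamini-Hochberg adjustment over the lists, and again with an estimated correlation and with fry. Of the 16 lists that camera called, only cholesterol synthesis held with an estimated correlation. Enrichment among called genes was tested with 1-sided Fisher's exact tests over the genes tested, and the window of 10 Mb around Hmbs with a 2-sided one. Correlations between list means used 100000 permutations over 12 libraries and exact enumeration within groups of 6.

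The alternatives were other pseudocounts and filters, median scaling and quantile normalization, the per-mouse files, a robust fit, tables without joined rows, list means as covariates, the authors' p-values, other tests of the lists, other windows around Hmbs and leaving out each library. Added after seeing the data were a table without rows of status HIDATA, an exact permutation test of list means, lists without their genes near Hmbs and a fit with the column number as a block. Coordinates are those of the files and of the GRCm38 annotation, and sequence copies were found by shared words of 31 bases between annotated transcripts. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15. The gene sets and term lists behind Fig. 2 were not used here.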

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

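The count of called genes within 10 Mb of Hmbs was planned, but its use to weigh explanations, the test of unadjusted p-values there, the tests on tissue content and on the mitochondrial genes, the splits of the libraries for the called genes and all splits without genes of status HIDATA were chosen after the result was seen, while the search for the origin of Gm9008 and Gm13410 and the other splits were written down before.

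Within 10 Mb of Hmbs 6 genes passed the test, a signal in genes that the paper does not discuss, with an odds ratio of 133 against the rest of the genome, and 17.3% of the genes there had an unadjusted p under 0.05 against 2.64% elsewhere (Fisher's exact test, p = 1.18e-17), which argues against an effect of the HMBS change without a tie to position as the whole explanation. Gm9008 on chromosome 6 (log2 fold change 4.52) and Gm13410 on chromosome 2 (3.63), also outside the genes the paper discusses, share more 31-base words with a coding gene near Hmbs than with any elsewhere, Gm9008 with Rnf26 (75.3% of its words) and Gm13410 with Ddx6 (31.8%). The count of copies whose closest coding gene lies near Hmbs was thus 2 of 2. In the per-mouse values Rnf26 was at 2.33 to 3.07 FPKM under KI and 5.49 to 7.11 under WT, whereas Ddx6 was higher under KI (26.6 to 32.4 and 23.4 to 27.9, exact permutation p = 0.00866). For Gm13410 the tie to Ddx6 therefore rests on shared sequence alone. A candidate explanation, as a hypothesis, is that variants of 1 of the parental strains named in the labels (Sv129 x C57BL/6) travel with the Hmbs allele and change local expression or the placement of reads on gene copies. For the genes near Hmbs, neither the FPKM values nor the labels can separate this from an effect of the allele on its neighbours. For Gm9008, at 1.84 to 2.77 FPKM under KI and 0 to 0.0264 under WT per mouse, the lower Rnf26 under KI argues against a changed level of that neighbour alone. Sequencing reads would be needed to test linked variants and the placement of reads. Among 100 splits of the libraries 1, the real one, gave as many genes near Hmbs (6, highest of the others 0), which argues against chance.

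Myelin genes and markers of thalamus and habenula had higher values together in the libraries labelled KI. The difference of the myelin mean was 0.307 on the log2 scale (standard error 0.16), and 0.129 (standard error 0.16, 95% interval -0.233 to 0.49) with the thalamus and habenula mean as a covariate, while with the choroid plexus mean it was 0.384 (standard error 0.13). The interval with thalamus and habenula holds both 0 and the unadjusted value, so more thalamus and habenula in the dissected pieces labelled KI and an effect of genotype apart from tissue content cannot be told apart with 6 libraries per group whose tissue markers also differ. Both could hold at once. The markers were listed with the authors' calls in view, so the covariate may itself carry the group difference.

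The mitochondrial genes mt-Cytb and mt-Nd4 were listed at 0 in the WT columns of the joint table. The per-mouse files give mt-Cytb at 5674 FPKM in the lowest WT library and 6317 on average over the WT libraries, which argues against RNA missing from these libraries. Estimates that failed for 1 group of the joint table remain, and the table marks both entries as having too much data to estimate. Apart from missing RNA, no biological explanation was tested.

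Of 82 groups of 6 libraries, 7 held a library far from the others by Dixon's test, where chance gives about 1 in 20, or 4.1. The myelin mean of KI replicate 3 was 4.64 against 5.10 to 5.37 in the other KI libraries. That of WT replicate 2 was 4.27 against 4.82 to 5.08. The microglia mean of KI replicate 3 was 3.80 against 3.70 to 3.73. That of WT replicate 3 was 3.60 against 3.78 to 3.88. The mean of the integrated stress response in KI replicate 3 was 3.05 against 3.19 to 3.26. Plp1 in WT replicate 2 was at 311.8 FPKM against 553 to 665. Dcx, a marker of immature neurons, was at 3.90 FPKM in WT replicate 1 against 2.48 to 2.95. The mean of cholesterol synthesis genes, which the paper does not discuss, differed by -0.165 on the log2 scale between the groups.

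Of 100 splits of the libraries into 6 and 6, 2 gave at least the 10 called genes of the real split, and 82 gave 0. The highest other split gave 29, which points to a structure of the samples, whose source was not found: its groups differed by 1.27 in the thalamus and habenula mean, but a split that differed by 1.24 called 0 genes. For genes with at least 1.5-fold change 2 splits gave at least 9 (highest other 25). Both counts were thus uncommon among the splits. A split unrelated to the labels exceeded them, so a structure of the samples apart from genotype is not excluded as their source. Without the genes of status HIDATA, 2 splits gave at least the 8 genes of the real split (highest other 30). For lists past camera 2 splits gave at least 16 (highest other 16), but without the genes of status HIDATA 5 gave at least the 14 of the real split (highest other 16), so chance is not excluded for the number of lists. For enriched lists among the called genes the real count was 0, so all 100 splits were as large (highest other 2) and the comparison says nothing.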

How the results depend on the processing

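The settings without HIDATA, with the exact permutation of list means, without list genes near Hmbs and with a block were chosen after seeing the data. Over the alternatives set beforehand, the direction held for Hmbs in 26 of 26, and for Mog, Cnp and Plp1 with log2 fold changes of 0.25 to 0.51, 0.17 to 0.46 and 0.27 to 0.56 (lowest with the thalamus and habenula covariate). Leaving out each library gave 9 to 12 called genes, 8 to 10 with 1.5-fold change, 12 to 18 lists, 0 enriched lists, 5 to 7 genes near Hmbs and log2 fold changes of -0.35 to -0.27 for Hmbs, 0.29 to 0.51 for Mog, 0.25 to 0.46 for Cnp and 0.31 to 0.56 for Plp1, and medians of 0.19 to 0.42 for myelin (lowest without WT replicate 2) and 0.08 to 0.15 for oligodendrocyte development. The median of the mitochondrial genome list went from -0.10 to 0.22 and turned negative without KI replicates 1 and 4 and WT replicates 0 and 2. Without the genes within 10 Mb of Hmbs 4 genes were called (4 higher, 0 lower), since 6 were no longer tested. With the authors' p-values 289 genes were called, 179 with 1.5-fold change, 16 near Hmbs and 16 enriched lists (a void count, since the lists were fixed with those calls in view), and Mog (0.40), Cnp (0.36) and Plp1 (0.44) passed. With the thalamus and habenula covariate 10 lists were called, oligodendrocyte development (0.0802) was not, and 3 genes near Hmbs passed, as with both covariates. With an estimated correlation 1 list was called, with fry 2 and with the exact permutation 2. Myelin (0.31) and oligodendrocyte development (0.11) were called by none of those 3, and the preset correlation of 0.01 lies below the estimated 0.73 and 0.19. Apart from these, the cause was not tested. The column numbers 0 to 5 occur in both groups, and no source says what they mark. Deviations of same-numbered columns from their group means correlated at -0.05 to 0.10 over all genes tested, and 4 of 12 columns correlated best with their own number. Over genes with a mean of at least 10 FPKM they correlated at -0.07 to 0.11, and 5 of 12 did. Columns 0 and 1 of each group matched their own number best in both sets, so a shared block is not excluded. With the column number as a replicate block 8 genes were called (5 higher, 3 lower), 15 lists and 4 genes near Hmbs. In that fit 600 genes had an unadjusted p under 0.05 from limma, against 480 without the block. Depth limits genes of low FPKM.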

Differences from the paper's values

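The names of the groups in Tables S2 and S3 match the deposited values only when exchanged (319 of 319 readable entries), so directions are compared on that scale. The paper's count of differentially expressed transcripts is 320, and 10 genes passed limma here at the same false discovery rate of 0.05 without a fold threshold. With the 1.5-fold threshold of the paper's text the count here was 9, and the authors' deposited table holds 320 significant genes without any fold threshold and 204 with it. The paper's counts are 92 higher and 228 lower in KI mice. The counts here with the names exchanged were 4 higher and 6 lower, and by the deposited labels 6 higher and 4 lower. Of the alternatives set before the data were examined, the authors' Cuffdiff p-values over the genes tested both here and by Cuffdiff bring these 3 counts within 1.5 times of the paper's (289, and with the names exchanged 86 higher and 203 lower), and all the others do not.

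The paper's tables give plain ratios of KI over WT, which convert to log2 values of -0.40 for Mog, -0.36 for Cnp and -0.44 for Plp1. With the names exchanged the values here were -0.41, -0.35 and -0.47, and by the deposited labels they were 0.41, 0.35 and 0.47. With the names exchanged, each lay within 1 limma standard error (0.15, 0.17 and 0.18) of the paper's value. The paper calls these 3 genes differentially expressed and lower in KI mice at the RNA level. None passed limma here, and all 3 passed with the authors' p-values. The paper's protein measures of MOG, PLP1 and CNP+ cells are also lower in KI mice. The direction of the myelin genes here therefore rests on the deposited labels.

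The paper's text names a threshold of more than 1.5-fold and its methods a threshold on the log2 scale. In the authors' deposited table 40 of the 320 genes reach 1.5 on the log2 scale. The paper reports an enrichment of DEGs for myelination and oligodendrocyte development. The 10 genes called here are too few to test that enrichment (no list passed), and over the authors' calls the lists used here test nothing, since they were fixed with Tables S2 and S3 in view. The paper writes the protein change as Arg167Glu beside R167Q, and codon 167 reads CAG, glutamine, after the c.500G > A change.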

Other observations

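Genes of cholesterol synthesis had lower values in the libraries labelled KI. All 22 tested genes had a negative log2 fold change (median -0.16), none passed over all genes, and 6 were lower adjusted over the list alone: Sc5d, Nsdhl, Ldlr, Sqle, Dhcr24 and Fdft1. All but Ldlr, the receptor that takes up low-density lipoprotein, encode enzymes of the pathway. Sqle, squalene epoxidase, was at 18.5 ± 0.976 FPKM (SD, n = 6) under KI and 22.0 ± 2.34 under WT, and Sc5d, a sterol desaturase, at 14.8 ± 2.26 and 20.8 ± 2.56. Camera called the list (adjusted p = 7.06e-15), with an adjusted p = 0.0322 with an estimated correlation, 0.0289 from fry and 0.0346 from the exact permutation of the list mean. Sc5d lies within 10 Mb of Hmbs, and without it the median was -0.15 and the list no longer passed with an estimated correlation (adjusted p = 0.0516) or the exact permutation (adjusted p = 0.0693), a setting chosen after seeing the data. The myelin genes, whose cells make much of the brain's cholesterol, had values of the opposite sign.

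In heme metabolism 2 of 16 tested genes passed adjusted over the list alone. Alas1, the rate-limiting enzyme at the start of the pathway, was higher in the libraries labelled KI, at 41.7 ± 3.63 FPKM against 32.0 ± 2.42 (log2 fold change 0.38, adjusted p = 0.16 over all genes from limma), with no overlap in the per-mouse values (34.2 to 38.2 and 26.4 to 30.1, exact permutation p = 0.00216), and Hmbs was lower. The list as a whole was not called (median 0.02, adjusted p = 0.976). Of 25 genes of adult neurogenesis and proliferation 2 were higher adjusted over the list alone, Gfap, the filament of astrocytes and radial stem cells, at 174 ± 11.9 and 139 ± 9.99 FPKM, and Nes, nestin, at 2.31 ± 0.248 and 1.73 ± 0.216. Camera called that list (adjusted p = 0.00105, adjusted p = 0.242 with an estimated correlation), with a median of 0.06, and of 0.01 to 0.10 with each library left out in turn. It shares Calb2 with the thalamus list. Rbfox3, a marker of mature neurons, was at 97.8 ± 8.66 and 104 ± 13.3 FPKM, Dcx at 2.81 ± 0.484 and 2.85 ± 0.539, and Nefh at 23.9 ± 6.81 and 21.4 ± 5.70, each with an adjusted p = 1 from limma.

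The paper measured the activity of respiratory complexes in hippocampal mitochondria. It reports lower activity of complexes III and IV in KI mice and no significant difference for I and II. RNA levels do not measure that activity. In the RNA no nuclear-encoded subunit passed, over all genes or adjusted over the list alone, for complex I (35 genes, median -0.02, adjusted p = 0.212 from camera), complex II (6 genes, median -0.000924, adjusted p = 0.89), complex III (11 genes, median -0.05, adjusted p = 0.0919), complex IV (19 genes, median -0.02, adjusted p = 0.589) or ATP synthase (16 genes, median -0.03, adjusted p = 0.0797). The authors' deposited table marks 1 of the 19 complex IV genes, as higher under KI. Of 4 tested genes of the mitochondrial genome mt-Cytb was called, also adjusted over the list alone, from columns listed at 0, and the list (adjusted p = 1.96e-07 from camera, adjusted p = 0.0669 with an estimated correlation) had an adjusted p of 0.896 without such genes.

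Among markers of other cells, 22 immediate early genes had a median of -0.15 (adjusted p = 2.13e-05 from camera), 19 genes of interneurons and neuropeptides -0.05 (adjusted p = 0.000664), with Npy at 60.0 ± 12.7 and 78.8 ± 9.31 FPKM, and 18 microglia genes -0.06 (adjusted p = 0.000988), each with an adjusted p = 0.242 with an estimated correlation and 0 genes past the list alone. Leaving out a library moved the median of interneurons from -0.14 to -0.02 and that of microglia from -0.11 to -0.04. Of 17 astrocyte genes 1, the glycolytic enzyme gene Aldoc (328 ± 9.46 and 386 ± 19.6 FPKM), was lower adjusted over the list alone, and the list was at its threshold (median -0.04, adjusted p = 0.0499 from camera, adjusted p = 0.367 with an estimated correlation), with the call lost in 7 of the 12 fits that left out a library. With the thalamus and habenula covariate the calls of interneurons (adjusted p = 0.148) and microglia (adjusted p = 0.211) were lost as well. No gene passed, over all genes or adjusted over the list alone, among 17 genes of endothelium and pericytes (median 0.05, adjusted p = 0.305), 4 of blood (0.0038, 0.921), 19 of dentate granule cells (-0.000208, 0.589), 23 of CA1 to CA3 pyramidal cells (0.00238, 0.997), 17 of the integrated stress response (0.05, 0.513) and 21 of the antioxidant response (0.00886, 0.589), where each pair is the median and the adjusted p from camera. The median, the mean or the test differ in sign for dentate granule cells, heme metabolism, complex II, complex IV, blood and the antioxidant response.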
